# DEAD-Box Helicase 3 Modulates the Non-Coding RNA Pool in Ribonucleoprotein Condensates During Stress Granule Formation

**DOI:** 10.3390/ncrna11040059

**Published:** 2025-08-01

**Authors:** Elizaveta Korunova, B. Celia Cui, Hao Ji, Aliaksandra Sikirzhytskaya, Srestha Samaddar, Mengqian Chen, Vitali Sikirzhytski, Michael Shtutman

**Keywords:** stress granules, P-bodies, DDX3, RK-33, non-coding RNA, ribonucleoprotein condensates

## Abstract

Stress granule formation is a type of liquid–liquid phase separation in the cytoplasm, leading to RNA–protein condensates that are associated with various cellular stress responses and implicated in numerous pathologies, including cancer, neurodegeneration, inflammation, and cellular senescence. One of the key components of mammalian stress granules is the DEAD-box RNA helicase DDX3, which unwinds RNA in an ATP-dependent manner. DDX3 is involved in multiple steps of RNA metabolism, facilitating gene transcription, splicing, and nuclear export and regulating cytoplasmic translation. In this study, we investigate the role of the RNA helicase DDX3’s enzymatic activity in shaping the RNA content of ribonucleoprotein (RNP) condensates formed during arsenite-induced stress by inhibiting DDX3 activity with RK-33, a small molecule previously shown to be effective in cancer clinical studies. Using the human osteosarcoma U2OS cell line, we purified the RNP granule fraction and performed RNA sequencing to assess changes in the RNA pool. Our results reveal that RK-33 treatment alters the composition of non-coding RNAs within the RNP granule fraction. We observed a DDX3-dependent increase in circular RNA (circRNA) content and alterations in the granule-associated intronic RNAs, suggesting a novel role for DDX3 in regulating the cytoplasmic redistribution of non-coding RNAs.

## 1. Introduction

Stress granules (SGs) are biomolecular condensates formed from mRNA and RNA-binding proteins (RBPs) in the cytoplasm through liquid–liquid phase separation—a reversible process that leads to the formation of liquid-like droplets in cytoplasm—in response to various cellular stresses, including UV irradiation, heat, osmotic stress, endoplasmic reticulum stress, oxidative stress, and viral infections [1]. While SGs have traditionally been associated with translational shut-off and mRNA storage during stress, emerging research has revealed a more complex functional landscape. Recent findings highlight several key aspects of SG activity: (a) a portion of mRNAs recruited to SGs displays translational activity, and translational repression has been shown as a process co-occurring with SG formation [2]; (b) SGs maintain cellular homeostasis by preventing cell death pathways [3,4,5] and delaying premature senescence [6]; and (c) SGs regulate cellular metabolism, including inhibiting fatty acid oxidation during starvation through direct interactions with mitochondria and lipid droplets [7]. SG dysregulation is implicated in various pathologies [8], including cancer, where increased SG formation and persistence contribute to resistance to cell death, and senescence, where defects in SG dynamics are observed [9]. In neurodegeneration, SGs may seed pathological protein aggregation, while impaired SG transport along axons disrupts mRNA trafficking to synapses [10]. SGs are also exploited by viruses, which manipulate SG-associated RBPs to enhance replication and alter stress responses [11].

The diverse functions and associated pathologies of SGs arise from their complex and heterogeneous organization. According to the conventional model, mature SGs consist of dense cores surrounded by less dense shells [12], both composed of mRNA and proteins, with dynamic exchange occurring between the core, shell, and surrounding cytoplasm [13]. Comparative studies reveal a conserved SG protein pool, including RBPs, prion-like proteins, translation factors, and ~50% uncharacterized proteins [12] probably diffused in SGs during their cytosol journey [14]. SG-associated mRNAs encode proteins for ATP binding, transcription, cell cycle regulation, and splicing [15]. Despite extensive data collection, significant gaps remain in understanding the biophysical mechanisms of SG assembly, organization, and dynamics [12,13]; transcriptome [15] and protein composition [12,14]; and interactions with other biomolecular condensates (e.g., P-bodies [14], Q-bodies [16]) and organelles [7], particularly across different cell types and stress conditions [17,18].

Using inhibitors that block glycolysis and oxidative phosphorylation in U2OS cells, it was shown that ATP is required for SG assembly, SG fusion, and the dynamic exchange of G3BP—a marker and one of the key drivers of SG formation—between SGs and the cytoplasm [12]. Later, it was reported that proteins from the RNA-dependent DEAD-box ATPase (DDX) family—which interact with RNA and contain low-complexity domains (LCDs, loosely structured protein regions that are essential for oligomerization and enable the formation of protein networks)—can modulate the assembly and disassembly of biomolecular condensates such as stress SGs and P-bodies [19,20]. The proposed mechanism suggests that the formation of complexes between DDX family proteins (such as yeast Dhh1 and Ded1), ATP, and RNA drives liquid–liquid phase separation, resulting in the formation of DDX–RNA condensates, as shown in vitro [20]. Moreover, the reverse process, driven by the activation of Ded1 ATPase activity through the C-terminal region of eIF4G, was shown to lead to the disassembly of these complexes.

Our previous work indicates that the inhibition of ATPase activity in human Dead-Box Helicase 3 (DDX3), the orthologue of yeast Dhh1 and Ded1 and a component specific to mammalian SGs, using RK-33 or the knockdown of DDX3 in U2OS cells, leads to a decrease in the rate of SG assembly but does not affect disassembly [21]. DDX3, an ATP-dependent helicase, localizes to both the nucleus and cytoplasm, with a higher nuclear concentration in healthy cells [22]. DDX3 has been shown to hydrolyze ATP to unwind RNA-RNA and DNA-RNA duplexes and to recruit RNA into SGs in mammalian cells through the formation of DDX3–RNA complexes and protein oligomerization [20,23]. However, DDX3 activity extends to nearly all steps of RNA metabolism, including nuclear mRNA transport, ribosomal and nuclear small RNA export, 5′ UTR translation activation, and RNA splicing, although its precise roles remain unclear [22]. Therefore, we hypothesize that alterations in DDX3 activity can influence not only the SG dynamics but also lead to changes in the RNA pool, both in RNP granules, including SG and associated condensates such as P-bodies, and the cytoplasm. Here, we report that the analysis of RNP granule content purified from U2OS cells treated with sodium arsenite—a known inducer of both SG and P-bodies [24]—and RK-33, a small molecule inhibitor of DDX3 ATPases activity shown to be effective in breast cancer bone metastasis patients [25], reveals alterations in the non-coding RNA pools of both RNP granules and the cytoplasm. Specifically, we observe an increase in intron RNA and circular RNA (circRNA) within RNP granules.

## 2. Results and Discussion

To investigate the impact of DDX3 activity on the RNA composition of RNP granules, we induced the formation of SGs and P-bodies in U2OS cells using sodium arsenite (NaAsO_2_), an inducer of oxidative stress [24]. The inhibition of DDX3 activity was achieved using the small molecule RK-33 before NaAsO_2_ treatment. RK-33 has been shown to specifically inhibit the ATPase and ATP-dependent RNA helicase activities of DDX3 by binding to its ATP-binding site [26,27], leading to decreased SG assembly as described in our previous work [21] (Figure 1A, Figure S1). Notably, a small subset of cells in the population exhibited stress granules even in the absence of induced stress. Following cell lysis, the RNP granule-enriched fraction was obtained through a series of centrifugation steps [28] (Figure 1B) from cells that were either untreated, treated with NaAsO_2_ or RK-33 alone, or co-treated with both compounds, as described in the Section 3. Western blot was used to validate the efficiency of the assay in isolating RNP-enriched stress granules, both under basal conditions and following NaAsO_2_ treatment. RNA was then purified from this fraction. The separation of G3BP1 between insoluble and soluble fractions corresponds to the behavior of G3BP1 as a canonical G3BP1 marker and repeats the DDX3 pattern in Western blot. Interestingly, it has been shown that G3BP1, while serving as a marker for stress granules, exhibits different behavior in its response to stress [29]. Recent publications have provided evidence that SGs are formed from pre-existing nanoscale seeds, which are present before the application of stress. The accumulation of both G3BP1 and DDX3 in SG-enriched fractions in both NaAsO_2_ naïve conditions pointed to the enrichment of cores [30,31,32]. The oxidative stress did not cause any further enrichment of G3BP1 and DDX3 in the SG-enriched fraction. This may suggest that most of these proteins are localized in nano-seeds, and SGs form by the redistribution of nano-seed proteins rather than the recruitment of soluble G3BP1 and DDX3. Additional extensive experiments are needed to confirm this. The RNA composition of the soluble and insoluble (SG- and P-body-enriched) fractions was determined after rRNA depletion using Illumina sequencing. 

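U2OS is a human osteosarcoma cell line. The cells were given 0.12% DMSO for 2 h (Ctrl), 500 µM NaAsO2 for 60 min, 6 µM RK-33 with 1 h of pre-treatment, or RK-33 followed by NaAsO2 at the same doses (Combo). Each of the 4 treatments had 3 replicates, and each of the 12 lysates gave a soluble and an insoluble cytoplasmic fraction, so that 24 libraries in 8 groups were sequenced from both ends. The authors deposited the number of uniquely aligned fragments on the exons and on the introns of each gene, without normalization. A library held between 10968059 and 19799530 exon plus intron counts, with a median of 14567729. In Ctrl, the median was 12685490 in the soluble fraction (lowest 11032305, highest 12988310) and 14632327 in the insoluble fraction (lowest 13852700, highest 15734705). After NaAsO2 treatment, the median was 13010703 in the soluble fraction, with a highest total of 13858985, and 17298170 in the insoluble fraction (lowest 13345445, highest 18005839). The RK-33 libraries had a median of 14508958 in the soluble fraction (lowest 13937910, highest 16768928) and 16263559 in the insoluble fraction (lowest 14626500, highest 17167157). The Combo libraries had a median of 14458443 in the soluble fraction (lowest 13260202, highest 18659367) and 18493551 in the insoluble fraction, with a lowest total of 18437264. Across genes, the Pearson correlation of log2 CPM between the replicates of a group lay between 0.931 and 0.995, and the lowest value was between replicates 1 and 3 of the insoluble fraction after NaAsO2 treatment.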

The obtained reads were aligned to the genome, and the reads aligned to exons and introns were counted separately to determine processed mRNAs (or exonic) and intronic transcripts, which may represent intron-derived transcripts, lariat RNAs, or non-spliced mRNAs exported to the cytoplasm [33,34,35] (see the Section 3 for details). 

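Exon counts were given for 60308 genes of GRCh38 and intron counts for 37473 genes, where an intron is the part of a gene outside its merged exons and a fragment had to overlap it by at least 25 bases. The counting used no strand information and left fragments that overlapped more than 1 gene unassigned, so that counts of overlapping and antisense genes are uncertain, and a fragment across an exon-intron border could be counted on both. In the exon counts, 12320 genes were at 0 in every library. Differential expression was tested with edgeR on the 17666 genes with a mean of at least 1 CPM, using TMM normalization and the quasi-likelihood test in a single fit of all 24 libraries. For introns, the same test covered 17406 genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1 were counted as differentially expressed.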

We observed an increase in intronic RNA levels between the soluble (~20%) and insoluble (~30%) cytoplasmic fractions across different conditions (Figure 1C). Moreover, we observed an increase in intronic RNA levels within the insoluble (RNP granule) fraction isolated from cells co-treated with RK-33 and NaAsO_2_, compared to the insoluble fraction from cells treated with NaAsO_2_ alone (Figure 1C, Supplementary Tables S1–S3). 

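Introns held 19.1% ± 4.30 (SD, n = 12) of the exon plus intron counts in the soluble fraction and 29.5% ± 6.46 (SD, n = 12) in the insoluble fraction. The share was higher in the insoluble fraction in 10 of the 12 lysates, by 10.5 ± 7.85 percentage points (SD, n = 12) on average, which is larger than the spread between lysates (exact two-sided sign-flip permutation test, p = 0.00195, where the smallest p that 12 lysates allow is 0.000488). In Ctrl, it was 20.6% ± 2.53 (SD, n = 3) in the soluble and 33.4% ± 2.86 (SD, n = 3) in the insoluble fraction. After NaAsO2 treatment, the shares were 15.8% ± 2.74 and 21.4% ± 3.72 (SD, n = 3 each), and after RK-33 treatment 17.9% ± 4.64 and 35.8% ± 1.47 (SD, n = 3 each). In cells co-treated with RK-33 and NaAsO2, they were 22.0% ± 5.62 and 27.5% ± 4.47 (SD, n = 3 each). Within 1 treatment, 3 lysates cannot give a two-sided p below 0.25 in this exact test, which the 12.8 points of Ctrl and the difference after RK-33 treatment reached with all 3 lysates higher in the insoluble fraction. The 5.66 points of NaAsO2 (p = 0.5, exact) and the 5.51 points of Combo (p = 0.5, exact) did not, since replicate 2 of NaAsO2 and replicate 3 of Combo went the other way, by -1.63 and -6.09 points. Without these lysates the mean difference was 9.30 points in NaAsO2 and 11.3 points in Combo. Without replicate 1, it was 3.71 points in NaAsO2 and 2.33 points in Combo, and without replicate 2 of Combo it was 2.89 points. Of the alternative settings, counting only genes present in both tables moved the overall difference most, to 8.83 points.

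**Figure D1:**
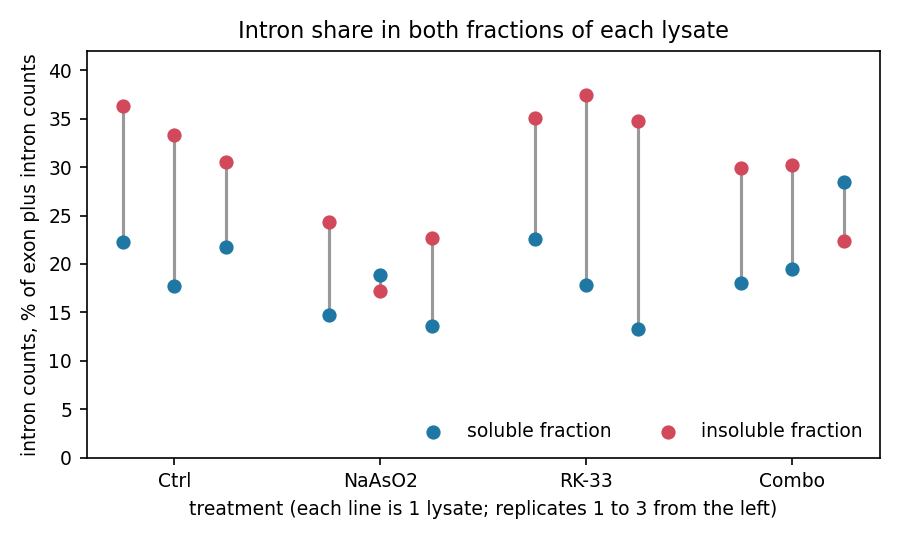
Intron counts as a percentage of exon plus intron counts (y axis) in the soluble (blue) and insoluble (red) fractions of each lysate, by treatment (x axis), with each line joining the fractions of 1 lysate and replicates 1 to 3 from left to right. The red point lies above the blue point in 10 of the 12 lysates, all but replicate 2 of NaAsO2 and replicate 3 of Combo.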

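The intron share of the insoluble fraction was 6.07 percentage points higher in Combo than after NaAsO2 treatment alone, a difference that the spread between replicates does not exclude (exact two-sided permutation test of 3 libraries against 3, p = 0.3, adjusted p = 0.36 over 6 comparisons, where the smallest p is 0.1). It fell to 3.97 points without replicate 2 of the NaAsO2 insoluble libraries. In the soluble fraction, Combo was higher by 6.22 points (exact permutation test, p = 0.2, adjusted p = 0.3), and by 3.00 points without replicate 3 of the Combo soluble libraries. All 3 insoluble libraries of Ctrl and of RK-33 had a higher intron share than all 3 of NaAsO2, by 11.9 and 14.4 points (exact permutation test, p = 0.1 for each, adjusted p = 0.3). At the level of genes, intron counts relative to all intron counts of a library differed between the Combo and NaAsO2 insoluble fractions for 1789 genes, of which 1103 were higher and 686 lower in Combo. With an absolute log2 fold change of at least 2, 212 genes passed, and without a fold-change limit 4633. A fit of the compared groups alone gave 682. With library sizes alone in place of TMM, more genes were lower than higher in Combo, so the balance of directions depends on the scaling. The introns of HSPH1, on chromosome 13 from 31134973 to 31162388, were higher by a log2 fold change of 2.87 (SE 0.16, adjusted p = 1.93e-13, edgeR), and those of BAG3, on chromosome 10 from 119651380 to 119677819, by 2.75 (SE 0.17, adjusted p = 1.52e-12, edgeR). The introns of DNAJA4 were higher by 4.07 (SE 0.16, adjusted p = 9.19e-17, edgeR), although DNAJA4, on chromosome 15 from 78264086 to 78282196, overlaps WDR61 on the opposite strand and its counts are uncertain. The introns of SEC23A, on chromosome 14 from 39031919 to 39109646, were lower, at -1.56 (SE 0.16, adjusted p = 3.25e-08, edgeR), followed by WDR43 at -1.44 and LEF1 at -1.29. In the insoluble fraction, mean exon CPM of HSPH1, BAG3 and DNAJA4 rose too, from 138, 52.4 and 18.3 after NaAsO2 treatment to 424, 119 and 226 in Combo. Their higher intron counts therefore do not by themselves show a gain of introns over exons. The mean exon CPM of SEC23A, WDR43 and LEF1 was not lower in Combo.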

The differential expression analysis revealed a difference in RNA content between the soluble and insoluble fractions in NaAsO_2_-treated cells, as well as a significantly smaller difference between these fractions in cells co-treated with NaAsO_2_ and RK-33 (Figure 1D). 

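Of the 17666 genes tested, 5405 differed between the insoluble and soluble fractions after NaAsO2 treatment, of which 2587 were higher and 2818 lower in the insoluble fraction. In Combo, 4076 genes differed, with 1769 higher and 2307 lower. With an absolute log2 fold change of at least 2, 910 and 344 genes passed, and without a fold-change limit 10182 and 9206. With 1 library left out, they lay between 5085 and 5797 after NaAsO2 treatment and between 3824 and 4305 in Combo. MAP1A, on chromosome 15 from 43510958 to 43531620, had 35.7 ± 4.28 CPM in the soluble and 295 ± 11.2 CPM in the insoluble fraction after NaAsO2 treatment (SD, n = 3 each), a log2 fold change of 3.05 (SE 0.12, adjusted p = 7.53e-14, edgeR), and a log2 fold change of 2.56 (SE 0.12, adjusted p = 3.98e-12, edgeR) in Combo. ZCCHC14, on chromosome 16 from 87406246 to 87493024, rose from 70.1 ± 1.69 to 342 ± 8.74 CPM (SD, n = 3 each) after NaAsO2 treatment, a log2 fold change of 2.29 against 1.65 in Combo. In the other direction, PRDX6, on chromosome 1 from 173477330 to 173488815, had 227 ± 15.3 CPM in the soluble and 40.1 ± 2.59 CPM in the insoluble fraction after NaAsO2 treatment (SD, n = 3 each). Its log2 fold change was -2.50 (SE 0.11, adjusted p = 1.41e-13, edgeR), and -1.84 (SE 0.11, adjusted p = 2.02e-11, edgeR) in Combo. RPS21, on chromosome 20 from 62387103 to 62388520, had log2 fold changes of -2.81 and -2.32. Also among the genes with the smallest adjusted p were TRIO (2.80) and RPS13 (-3.07) after NaAsO2 treatment, and AHNAK (3.93), ZZEF1 (2.35) and SNHG3 (-2.23) in Combo. The difference between the 2 fraction effects was also tested directly, as an interaction, and 25 genes passed, 6 with a higher and 19 with a lower log2 fold change in Combo, while 474 genes with an absolute log2 fold change of at least 1 had an unadjusted p under 0.05. With the lysate as a replicate block, 6 genes passed. The count moved from 9 without replicate 1 of the Combo insoluble libraries to 419 without replicate 1 of the NaAsO2 insoluble libraries. Among these genes, the log2 fold change of ZFP36, on chromosome 19 from 39406847 to 39409412, was lower in Combo by an interaction of -1.40 (SE 0.19, adjusted p = 0.0012, edgeR), and that of EGR1, on chromosome 5 from 138465479 to 138469303, by -1.55 (SE 0.22, adjusted p = 0.00148, edgeR). CWC15, on chromosome 11 from 94962620 to 94973586, changed the other way, by 1.79 (SE 0.24, adjusted p = 0.0012, edgeR). The mean CPM of ZFP36 and EGR1 was higher in both fractions of Combo, so their interactions do not show a loss from the insoluble fraction. From NaAsO2 treatment to Combo, ZFP36 went from 32.1 to 128 CPM in the soluble and from 30.6 to 46.3 CPM in the insoluble fraction. EGR1 went from 311 to 1165 CPM and from 404 ± 110 to 517 ± 38.6 CPM (SD, n = 3 each).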

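Averaged over the soluble and insoluble fractions, 603 genes differed between Combo and NaAsO2 treatment alone, of which 581 were higher and 22 lower in Combo. In the soluble fraction alone, 425 of 430 genes were higher in Combo, and in the insoluble fraction alone 550 of 694 genes were. When the counts of both fractions of a lysate were summed first, 557 genes differed. The count stayed between 443 and 788 genes with 1 library left out. The number of lower genes was less stable. It rose without replicate 1 or 2 of the NaAsO2 insoluble libraries and without replicate 3 of the Combo insoluble libraries, but stayed far below the number of higher genes. These values are relative to the library size after TMM normalization, so they describe the composition of a library and not the amount of RNA per cell, and spike-in counts were not used here. The abundant RNA that was lower in Combo with the smallest adjusted p was RN7SL4P, on chromosome 3 from 15738515 to 15738809, at a log2 fold change of -1.18 (SE 0.36, adjusted p = 0.0238, edgeR). It is a copy of RN7SL1 that can share its fragments, and without replicate 3 of the NaAsO2 insoluble libraries its log2 fold change was -0.34 (adjusted p = 0.174, edgeR, with a range of 2.36e-14 to 0.477 over the alternatives). The median depth of the Combo libraries was not lower than that of the NaAsO2 libraries in either fraction. Depth does not measure the amount of RNA per cell, so it cannot decide whether the cytoplasmic RNA content fell.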

The differential analysis of combined data from both the soluble and insoluble fractions revealed a decrease in cytoplasmic RNA content following co-treatment with NaAsO_2_ and RK-33. This observation is consistent with previous reports showing changes in the transcriptome landscape following RK-33 treatment [36,37] and, notably, shows further alterations between the RNP-enriched insoluble fraction and the soluble cytoplasmic fraction after RK-33 treatment. 

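RK-33 treatment without NaAsO2 changed 131 genes relative to Ctrl over both fractions, 64 higher and 67 lower, and with 1 library left out between 119 and 146 genes. Both fractions of a lysate entered this test as separate libraries, so its adjusted p-values treat them as independent. Summing the fractions of a lysate first was not run for this comparison. Among the genes that fell, SERPINA1, on chromosome 14 from 94376747 to 94390693, had a log2 fold change of -1.14 (SE 0.07, adjusted p = 6.88e-10, edgeR). KDELR1, on chromosome 19 from 48382575 to 48391551, had a log2 fold change of -1.18 (SE 0.09, adjusted p = 5.36e-09, edgeR), and SLC29A1, on chromosome 6 from 44219553 to 44234142, one of -1.02 (SE 0.08, adjusted p = 8.65e-09, edgeR). In the comparison of the insoluble with the soluble fraction after RK-33 treatment, TRIO, ZZEF1 and MDN1 had the smallest adjusted p among the genes that rose, with log2 fold changes of 2.50, 2.41 and 2.85. Among the genes that fell, these were TIMP1, RPS21 and PRDX6, at -1.65, -2.21 and -1.81.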

Further, co-treatment with RK-33 also resulted in the loss of the RNP-enriched fraction containing long non-coding RNAs (lncRNAs) such as NORAD—an lncRNA that regulates PUM protein activity and contributes to the formation of RNP condensates like stress granules [38]. 

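NORAD is transcribed from the minus strand of chromosome 20, from 36045618 to 36051018, as an RNA of 5401 nt. In Ctrl, it had 284 ± 12.0 CPM in the soluble and 219 ± 3.32 CPM in the insoluble fraction (SD, n = 3 each), a log2 fold change of -0.38 (SE 0.10, adjusted p = 0.00436, edgeR). After NaAsO2 treatment, it had 179 ± 9.21 CPM in the soluble and 630.2 ± 81.9 CPM in the insoluble fraction (SD, n = 3 each), a log2 fold change of 1.82 (SE 0.11, adjusted p = 3.5e-12, edgeR). In Combo, the values were 234 ± 20.9 and 514 ± 44.7 CPM (SD, n = 3 each), a log2 fold change of 1.14 (SE 0.10, adjusted p = 7.19e-09, edgeR). RK-33 alone gave 261 ± 6.30 and 259.5 ± 11.8 CPM (SD, n = 3 each), a log2 fold change of -0.01 (SE 0.10, adjusted p = 0.966, edgeR), whose sign turned under other scalings. The fraction effect was lower in Combo than after NaAsO2 treatment by an interaction of -0.68 (SE 0.15, adjusted p = 0.037, edgeR). This value stayed between -0.94 and -0.61 over 23 alternatives, with adjusted p between 5.41e-05 and 0.328 and under 0.05 in 14 of them (edgeR and DESeq2). The adjusted p was 0.153 with the lysate as a replicate block (edgeR). It was 0.0901, 0.0583 and 0.143 without replicate 1, 2 or 3 of the NaAsO2 soluble libraries, and 0.139 without replicate 1 of the Combo insoluble libraries (edgeR). The paper states that co-treatment led to the loss of the RNP-enriched fraction containing this lncRNA.

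**Figure D2:**
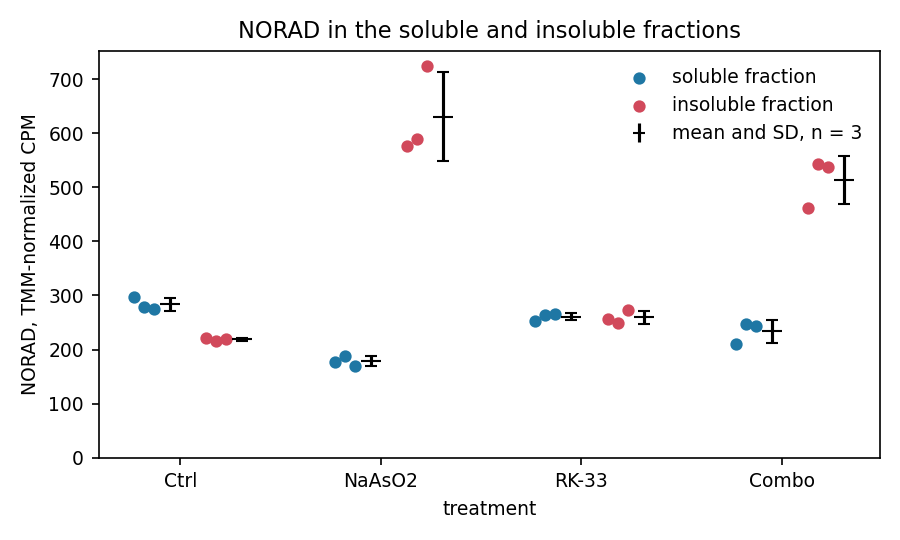
TMM-normalized CPM of NORAD (y axis) in the soluble and insoluble libraries of each treatment (x axis), with points for libraries and bars for the mean and SD of 3 replicates. The insoluble libraries lie above the soluble libraries after NaAsO2 treatment and in Combo, and below them in Ctrl.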

Additional analysis revealed a higher intron-to-exon ratio in the insoluble RNP-enriched fraction compared to the soluble cytoplasmic fraction (Figure 1E, Supplementary Table S4).

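The ratio was calculated for each of the 37473 genes with an intron entry, where a gene without intron counts has a ratio of 0. In the insoluble fraction, 917.5 ± 479 more genes (SD, n = 12) had a ratio of at least 4 than in the soluble fraction of the same lysate, with an increase in 11 of the 12 lysates (exact two-sided sign-flip permutation test, p = 0.00146). The number rose from 4508 ± 170.0 to 5527 ± 83.0 genes in Ctrl, from 4245 ± 302 to 5120.0 ± 481 after NaAsO2 treatment, from 4353 ± 290 to 5469 ± 71.6 after RK-33 treatment, and from 4901 ± 502 to 5561 ± 148 in Combo (SD, n = 3 each). Among the alternatives, a ratio of at least 10 moved the difference most, to 523 genes. The number of genes with a ratio of at most 0.1 decreased by 978 ± 943 genes (SD, n = 12) in the insoluble fraction, and rose in 2 of the 12 lysates (exact two-sided sign-flip permutation test, p = 0.00635). This difference depended on genes without any counts, which have a ratio of 0, since without them it was -85.3 genes (exact sign-flip permutation test, p = 0.712). It was also not larger than chance allows for genes with a mean of at least 10 counts, at -460 genes (exact sign-flip permutation test, p = 0.0586), or with all libraries thinned to the smallest total, at -661 genes (exact sign-flip permutation test, p = 0.0576).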

Given the enrichment of non-coding intronic sequences, we analyzed the distribution of another class of ncRNAs, circRNAs. 

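For circRNAs, the authors deposited the number of reads across each back-splice junction found with DCC and the number of linearly spliced reads at the same sites. The table held 394 circRNAs of 309 host genes, 368 of them with both ends in exons, and 16947 back-splice counts over the 24 libraries. A library had between 131 and 1473 back-splice counts and between 38180 and 72937 linear counts. The circRNA content of a library was taken as the back-splice counts as a percentage of back-splice plus linear counts, and compared on the log2 scale. Single circRNAs with at least 24 counts over all libraries, 237 in number, were tested with edgeR, with the exon plus intron counts as the library size and an adjusted p under 0.05 as the threshold. On simulated counts, the test recovered 14 of 20 circRNAs with a 4-fold change, so that a change it does not call is not shown to be absent. The changed circRNAs were drawn from those with more counts, so this share does not hold for circRNAs with fewer counts or for smaller changes.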

To determine circRNAs, we identified back-splice junctions in RNA sequencing data—a method that detects upstream exons appearing downstream, a characteristic feature of circRNAs (see the Section 3 for details). circRNA content was higher in the soluble fraction than in the insoluble fraction, associated with RNP granules, under all conditions (Figure 2A,B, Supplementary Tables S5–S7). 

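The circRNA content was 1.71% ± 0.299 (SD, n = 12) in the soluble and 0.651% ± 0.177 (SD, n = 12) in the insoluble fraction. It was lower in the insoluble fraction of all 12 lysates, by a mean log2 ratio of -1.42 ± 0.52 (SD, n = 12), or 0.373 of the soluble content (exact two-sided sign-flip permutation test, p = 0.000488, the smallest p that 12 lysates allow). In Ctrl, the content was 1.51% ± 0.274 and 0.515% ± 0.00956, and after NaAsO2 treatment 2.02% ± 0.299 and 0.565% ± 0.202 (SD, n = 3 each). After RK-33 treatment it was 1.65% ± 0.167 and 0.844% ± 0.119, and in Combo 1.64% ± 0.299 and 0.679% ± 0.148 (SD, n = 3 each). The mean log2 ratios were -1.54, -1.90, -0.97 and -1.28 in Ctrl, NaAsO2, RK-33 and Combo, and within each treatment all 3 lysates were lower in the insoluble fraction (exact sign-flip permutation test, p = 0.25, the smallest p for 3 lysates). Leaving out the 5 sites on the mitochondrial genome and those whose ends share a repeat, an alternative chosen after seeing the data, moved the overall log2 ratio most, to -1.82. Of the 237 circRNAs tested, 199 differed between the fractions, with 194 lower and 5 higher in the insoluble fraction. Between 166 and 198 circRNAs differed with 1 library left out. The lower circRNAs numbered 55 in Ctrl, 98 after NaAsO2 treatment, 35 after RK-33 treatment and 69 in Combo, against 3, 3, 3 and 4 that were higher. With the lysate as a replicate block, 23, 53, 14 and 18 circRNAs differed in these treatments. Leaving out 1 library changed these totals to 18 without replicate 2 of the Ctrl soluble libraries, 60.0 without replicate 3 of the NaAsO2 soluble libraries, 16 without replicate 3 of the RK-33 soluble libraries and 23 without replicate 3 of the Combo insoluble libraries.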

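As a mean of the 24 library values, back-splice counts made up 1.18% of the counts at these sites. The lowest content of a single library was 0.342% (Wilson 95% confidence interval 0.288% to 0.406%, 131 back-splice counts) in replicate 3 of the NaAsO2 insoluble fraction, and the highest was 2.35% (Wilson 95% confidence interval 2.24% to 2.47%, 1454 back-splice counts) in replicate 3 of the NaAsO2 soluble fraction. Reads were counted without molecular identifiers, so these intervals cover counting error only. Relative to the whole library, there were 75.5 ± 14.2 back-splice CPM (of exon plus intron counts) in the soluble and 22.2 ± 5.55 in the insoluble fraction (SD, n = 12 each). Between 57 and 345 of the 394 circRNAs had at least 1 count in a library.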

As expected and consistent with previous reports, the overall expression of circRNAs remained relatively low [39]. 

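In the soluble fraction, the circRNA content after NaAsO2 treatment was 1.34 times that of Ctrl, a log2 difference of 0.42 with an SD of 0.23 between replicates (exact two-sided permutation test of 3 libraries against 3, p = 0.2, adjusted p = 0.5 over 10 comparisons, where the smallest p is 0.1). With 1 library left out, the log2 difference stayed between 0.30 and 0.56. The alternative that moved it most was leaving out the mitochondrial sites, chosen after seeing the data, which gave 0.24. In the insoluble fraction, the log2 difference between NaAsO2 and Ctrl was 0.06 (exact permutation test, p = 1), with values from -0.16 without replicate 2 to 0.39 without replicate 3 of the NaAsO2 insoluble libraries.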

Notably, NaAsO_2_ treatment led to an increase in circRNA content in the soluble fraction (Figure 2B), in line with the slow and inefficient biogenesis of circRNAs previously described [39]. Specifically, we observed an increase in circRNAs reported to be associated with proliferation or apoptosis signaling, linked to genes such as ARID1A [40,41], MPP6 [42], MAN1A2 [43,44], CREBBP [45,46], MGA [47], MAP3K4 [48], ZNF609 [49], and KANSL1 [50] (Figure 2A). 

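These 8 host genes had 22 circRNAs in the table, of which 18 had enough counts to be tested. Of the 18, 15 were higher and 3 lower in the soluble fraction after NaAsO2 treatment than in Ctrl, with a median log2 fold change of 0.65. Of these, 2 had an unadjusted p under 0.05, none had an adjusted p under 0.05, and the lowest adjusted p was 0.710 (edgeR). The paper named the 8 host genes for an increase seen in these same libraries. A majority of higher values among the 18 is therefore no independent evidence of an increase. Over all 237 circRNAs tested, 11 had an unadjusted and 0 an adjusted p under 0.05 in this comparison. The MAP3K4 circRNA on chromosome 6 from 161034259 to 161049979, with 115 counts, had a log2 fold change of 1.52 (SE 0.61, unadjusted p = 0.0125, edgeR). The CREBBP circRNA on chromosome 16 from 3850297 to 3851009, with 142 counts, had a log2 fold change of 0.51. The KANSL1 circRNA on chromosome 17 from 46170855 to 46172232 had one of 0.99, the ZNF609 circRNA on chromosome 15 from 64499293 to 64500166 one of 0.38, and the MGA circRNA on chromosome 15 from 41696075 to 41699159 one of 0.37. For MAN1A2, on chromosome 1, the circRNA from 117402186 to 117420649, with 198 counts, had a log2 fold change of -0.08 and the one from 117402186 to 117414831 one of 1.02. With the host genes labelled in Figure 2A included, 30 of 39 circRNAs were higher after NaAsO2 treatment, a count that contains the 18.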

Interestingly, the recently reported circMPP6 was found to interact with the RBP MEX3A [51], facilitating its association with P-body proteins, while ARID1A has been reported to interact with KHSRP [52,53], which can also be recruited into P-bodies. Both circMPP6 and circARID1A showed increased levels in the soluble fraction, accompanied by a decrease in the RNP granule fraction during NaAsO_2_ treatment. 

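Of the MPP6 circRNAs in the table, the one with the most counts spans chromosome 7 from 24623666 to 24668660 and had 186 counts over all libraries. In the soluble fraction, it had 0.905 ± 0.490 CPM (of exon plus intron counts) in Ctrl and 1.53 ± 0.0786 after NaAsO2 treatment (SD, n = 3 each), from 34 and 58 counts, a log2 fold change of 0.74 (SE 0.53, adjusted p = 0.853, edgeR). In the insoluble fraction, it had 0.231 ± 0.119 in Ctrl and 0.0571 ± 0.0578 CPM after NaAsO2 treatment (SD, n = 3 each), from 10 and 3 counts, a log2 fold change of -1.76 (SE 0.97, adjusted p = 0.618, edgeR). The other MPP6 circRNAs with enough counts to be tested went both ways in the soluble fraction, with log2 fold changes of 0.86, 1.36, -0.37 and -0.996. Theirs in the insoluble fraction were -2.53, -3.59, -1.90 and 2.57, from at most 7 counts in a group. Those from 24623666 to 24680520, 24620052 to 24668660 and 24623666 to 24650712 had a group with 0 counts. Their counts in Ctrl and after NaAsO2 treatment were 4 and 0, 1 and 0, and 0 and 2, so the size of these changes is not determined. The circRNA of ARID1A spans chromosome 1 from 26729651 to 26732792 and had 71 counts. It rose in the soluble fraction from 0.137 ± 0.122 to 0.421 ± 0.176 CPM (SD, n = 3 each), from 5 and 16 counts, a log2 fold change of 1.57 (SE 0.85, unadjusted p = 0.0641, adjusted p = 0.710, edgeR). Without replicate 3 or 2 of the Ctrl soluble libraries, the log2 fold change of the first MPP6 circRNA in the soluble fraction was 0.49 or 1.27, and without replicate 1 that of the ARID1A circRNA was 1.00. The ARID1A circRNA had in the insoluble fraction 0.0664 and 0.0385 CPM, from 3 and 2 counts, so that a change was not detectable at this depth. The fitted log2 fold change there was -0.63 (SE 1.27, adjusted p = 0.930, edgeR) and turned to 0.18 without replicate 3 of the Ctrl insoluble libraries.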

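Relative to Ctrl, the circRNA content of the soluble fraction changed by a log2 difference of 0.13 after RK-33 treatment (exact two-sided permutation test, p = 0.6) and 0.12 in Combo (exact two-sided permutation test, p = 0.6), both smaller than the spread between replicates. With 1 library left out, the difference of RK-33 lay between 0.02 without replicate 1 and 0.27 without replicate 2 of the Ctrl soluble libraries. That of Combo lay between -0.03 without replicate 1 of the Combo soluble libraries and 0.26 without replicate 2 of the Ctrl soluble libraries. For RK-33, the sign changed to -0.09 when only circRNAs with both ends in exons were used, and also without the mitochondrial sites. For Combo, these settings gave -0.15 and -0.15. Compared with NaAsO2 treatment alone, the content was lower after RK-33 treatment in all 3 replicates, so that NaAsO2 stood 0.29 higher on the log2 scale (exact two-sided permutation test, p = 0.1, the smallest p for 3 libraries against 3). NaAsO2 stood 0.30 higher than Combo (exact two-sided permutation test, p = 0.3). Without replicate 3 of the NaAsO2 soluble libraries, these differences were 0.17 and 0.19, and without replicate 3 of the Combo soluble libraries the second was 0.20. No adjusted p over the 10 comparisons was below 0.5. Among single circRNAs, 8 had an unadjusted and 0 an adjusted p under 0.05 between the Combo and NaAsO2 soluble fractions, and 9 and 0 did between RK-33 and Ctrl.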

Subsequent treatment with RK-33 decreased circRNA content in the soluble fraction, and co-treatment with NaAsO_2_ and RK-33 prevented the stress-induced increase in circRNA content in the soluble fraction. 

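In the insoluble fraction, the circRNA content of the RK-33 libraries was 1.63 times that of Ctrl, a log2 difference of 0.70, and all 3 RK-33 libraries were above all 3 Ctrl libraries (exact two-sided permutation test, p = 0.1, the smallest p for 3 libraries against 3, adjusted p = 0.5). In Combo it was 1.30 times that of Ctrl, a log2 difference of 0.37 (exact two-sided permutation test, p = 0.3, adjusted p = 0.5) that was 0.57 without replicate 3 of the Combo insoluble libraries. With exon plus intron counts as the denominator in place of linear counts at the same sites, these log2 differences were 0.27 for RK-33 and 0.03 for Combo, and without the mitochondrial sites they were 0.33 and -0.09. Relative to NaAsO2 treatment alone, which had a log2 difference of -0.64 to RK-33 and -0.31 to Combo, the exact two-sided permutation test gave p = 0.2 and p = 0.5. Without replicate 3 of the NaAsO2 insoluble libraries, these differences were -0.31 and 0.02, with its same-numbered library of Combo kept. Replicate 3 was the lowest library of both NaAsO2 and Combo, and with replicates paired by number Combo was higher in all 3 pairs, at 0.784%, 0.743% and 0.509% against 0.620%, 0.734% and 0.342% (exact two-sided sign-flip permutation test, p = 0.25, the smallest p for 3 pairs). For single circRNAs, 23 had an unadjusted and 0 an adjusted p under 0.05 between RK-33 and Ctrl, and 11 and 0 did between Combo and NaAsO2.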

Notably, in both cases, an increase in circRNA levels in the insoluble fraction was observed.

The molecular mechanism of DDX-dependent RNA redistribution is yet to be identified. A plausible explanation for the observed effects of RK-33, a DDX3 ATPase activity inhibitor, on the non-coding RNA pool is altered substrate preference and the RNA-binding efficiency of DDX3. To explore further, we analyze the distribution of DDX3 and the commonly used marker of SGs, G3BP1, in the NaAsO_2_-induced stress granules with expansion and super-resolution microscopy (Figure 2C,D and Figure 3). Strikingly, DDX3 forms distinct cores within SGs, which may or may not overlap with G3BP1 (Figure 2C,D). Moreover, STED super-resolution imaging suggested a reduction in stress granule size following co-treatment with RK-33 and NaAsO_2_, compared to NaAsO_2_ treatment alone (Figure 3). However, further quantitative analysis is required to confirm and quantify this observation. The results pointed out the possibility that DDX3 molecules form distinct domains in SGs, selectively enriched with specific RNAs. Recent reports have shown that DDX3 ATPase activity is required to enhance the dynamics of G3BP1-driven RNP granules, such as SGs, as well as to support ongoing translation in granules [54].

However, the activity of DDX3 is not restricted to RNP granules. The changes in intron and circRNA levels observed in our results (Figure 1 and Figure 2) may be linked to an alteration in DDX3’s role in splicing—a function that remains poorly characterized in the literature. Notably, the C-terminus of DDX3 contains a domain similar to those found in splicing factors [55], and DDX3 has been shown to interact with spliceosome and ribonucleoprotein complexes post-splicing [22]. Another potential explanation is that RK-33 alters DDX3’s role in nuclear export. DDX3 has been shown to interact with the TAP protein, which mediates the nuclear export of mRNA and may itself be transported via the TAP-dependent pathway [56]. Additionally, DDX3 has been shown to facilitate the export of intron-containing HIV-1 RNA through the CMR1-mediated nuclear export pathway [57]. Finally, DDX3 has also been reported to enhance transcription by interacting with transcription factors [58]. For example, circRNA *Circ-CTNNB1* binds to DDX3, facilitating its interaction with the transcription factor Yin Yang 1, which leads to β-catenin activation [59]. Given the numerous activities of DDX3 in RNA processing and localization, further analysis is needed to dissect the effects.

Overall, our results are the first to determine the function of DDX3 activity in regulating the subcellular distribution of circRNAs and intron-associated RNAs in SG- and P-body-enriched fractions. Importantly, the SGs’ core structure persists in both naïve and stressed conditions; therefore, the results demonstrate the DDX3 dependence of the RNA compositions of seed nanocores and stress-induced stress granules. 

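In the soluble fraction, the MPP6 circRNA with the most counts had 0.863 ± 0.364 CPM (SD, n = 3, 38 counts) in Combo, a log2 fold change of -0.85 (SE 0.52, adjusted p = 0.947, edgeR) relative to NaAsO2 treatment alone. It was -0.54 without replicate 1 of the Combo soluble libraries and -0.43 with TMM on the back-splice counts. The other tested MPP6 circRNAs were lower too, with log2 fold changes from -1.45 to -0.16. The circRNA of ARID1A had 0.507 ± 0.148 CPM (SD, n = 3, 23 counts) in Combo, a log2 fold change of 0.25 (SE 0.67, adjusted p = 0.974, edgeR) that turned to -0.05 without replicate 2 of the NaAsO2 soluble libraries. In the insoluble fraction of Combo, the first MPP6 circRNA and that of ARID1A had 4 and 3 counts, too few to detect a difference. Averaged over both fractions, the log2 fold change of NORAD between Combo and NaAsO2 was 0.05 (SE 0.07, adjusted p = 0.679, edgeR).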

Interestingly, co-treatment with RK-33 and NaAsO_2_ led to the depletion of non-coding RNAs—such as lncRNA NORAD [38], circMPP6 [42], and ARID1A [40]—that promote RNP granule formation or interact with associated RBPs (Figure 1D and Figure 2A). This highlights DDX3 activity as a potential target for investigating the role of non-coding RNAs—especially circRNAs, whose involvement in regulating RNP granule formation was recently suggested [60]. Notably, RK-33 co-treatment with NaAsO_2_ decreased stress response RNAs—such as ATF3 [61], DNAJB1 [62], HSPA6 [63], and HSPA1B [64]—compared to arsenite alone, with reductions in ATF3, DNAJB1, and certain circRNAs associated with cancer corresponding to RK-33’s established anti-tumor effects [25]. However, our preliminary results do not provide a definitive answer regarding the specific mechanism by which DDX3 activity influences non-coding RNA content in RNP granules and their formation. This opens several avenues for future investigation, including the identification of RNAs that directly interact with DDX3—potentially using RNA editing enzyme fusions—as well as the application of FISH techniques to validate the localization [15,65] depletion of lncRNAs and circRNAs within RNP granules. In addition, testing different RK-33 pre-treatment time points prior to stress induction may help elucidate the temporal dynamics of its effects on the non-coding RNA pool, particularly cytoplasmic circRNAs, whose biogenesis has been reported to be inefficient [39].

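In both fractions, these mRNAs had more counts in Combo than after NaAsO2 treatment alone, and the log2 fold changes are averaged over the fractions. ATF3, on chromosome 1 from 212565334 to 212620777, had 79.1 ± 7.58 CPM in the soluble and 57.1 ± 5.66 CPM in the insoluble fraction after NaAsO2 treatment, and 392 ± 36.6 and 223 ± 8.16 CPM in Combo (SD, n = 3 each), a log2 fold change of 2.14 (SE 0.07, adjusted p = 3.7e-15, edgeR). DNAJB1, on chromosome 19 from 14514769 to 14560391, had 233 ± 10.8 and 165 ± 23.1 CPM after NaAsO2 treatment, and 949.6 ± 78.4 and 598 ± 108 CPM in Combo (SD, n = 3 each), a log2 fold change of 1.94 (SE 0.11, adjusted p = 1.07e-11, edgeR). HSPA6, on chromosome 1 from 161524540 to 161526894, rose from 4.48 ± 0.630 and 7.09 ± 3.53 CPM to 220.1 ± 23.6 and 141 ± 43.6 CPM (SD, n = 3 each), a log2 fold change of 4.99 (SE 0.20, adjusted p = 8e-14, edgeR). HSPA1B, on chromosome 6 from 31827738 to 31830254, rose from 87.0 ± 7.90 and 96.2 ± 46.6 CPM to 1173 ± 82.6 and 654 ± 171 CPM (SD, n = 3 each), a log2 fold change of 3.26 (SE 0.17, adjusted p = 5.67e-12, edgeR). HSPA1A is a near-identical copy of HSPA1B, with a log2 fold change of 3.33. Only uniquely aligned fragments were counted and sharing was not tested, so the split between the 2 genes is uncertain. In Ctrl, ATF3 had 27.1 ± 1.74 CPM in the soluble and 15.6 ± 0.541 CPM in the insoluble fraction (SD, n = 3 each), and after RK-33 treatment without NaAsO2 it had 91.8 ± 4.84 and 65.6 ± 2.58 CPM (SD, n = 3 each). Relative to Ctrl, RK-33 alone raised ATF3, DNAJB1, HSPA6 and HSPA1B by log2 fold changes of 1.91, 1.69, 3.95 and 3.16, and NaAsO2 alone raised them by 1.71, 1.02, 2.19 and 1.41.

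**Figure D3:**
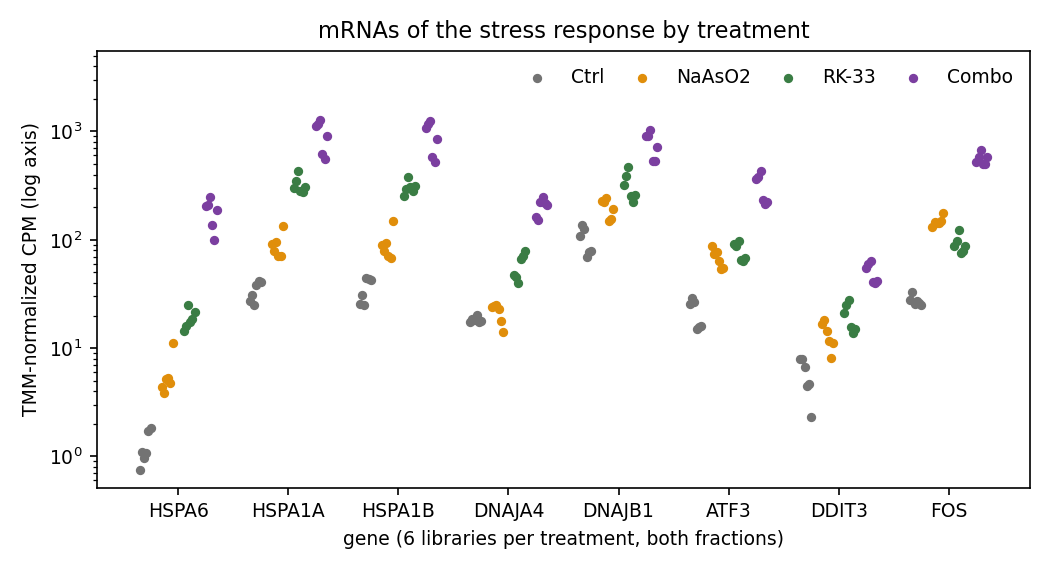
TMM-normalized CPM (log axis) of 8 stress-response mRNAs in each library, by treatment, with the soluble and insoluble libraries of a treatment plotted together. For ATF3, DNAJB1, HSPA6, HSPA1B, HSPA1A, DNAJA4, DDIT3 and FOS, the 6 Combo libraries lie above all others. The 6 Ctrl libraries lie lowest except for DNAJA4, where they overlap the NaAsO2 libraries.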

## 3. Methods

### 3.1. Cell Culture and Stress Granule Induction

U2OS cells were maintained in high-glucose Dulbecco’s Modified Eagle Medium (ATCC, Manassas, VA, USA) supplemented with 10% fetal bovine serum (Mediatech Inc., Manassas, VA, USA) and 1% penicillin/streptomycin (HyClone, GE Healthcare Life Sciences, Pittsburgh, PA, USA) at 37 °C in a humidified atmosphere with 5% CO_2_, as previously described [21]. Cells were pre-treated with 6 μM RK-33 (MedChemExpress, Monmouth Junction, NJ, USA) (, stock solution 5mM DMSO (MilliporeSigma Burlington, MA, USA D8418) for 1 h. Sodium arsenite stress was induced by treating cells with sodium arsenite, 500 µM NaAsO_2_ (MilliporeSigma, Burlington, MA, USA S7400), for 60 min. Basal conditions were defined as treatment with 0.12% DMSO for 2 h, corresponding to the duration and timing of RK-33 addition in treated samples.

### 3.2. Expansion Microscopy

The expansion microscopy procedure was performed based on previously published work by Boyden’s laboratory, with some modifications [66]. Briefly, U2OS cells treated with NaAsO_2_ were fixed for 5 min at room temperature using a fixative solution containing PFA and Triton X-100, followed by an additional permeabilization step with 0.5% Triton X-100. Coverslips with the cells were carefully washed for 10 min in a sodium borohydride solution to reduce autofluorescence and potentially restore antigenicity after fixation. Cells were then blocked with 5% BSA at room temperature for one hour.

The primary antibody mixture—mouse anti-DDX3 (sc-365768, Lot# D0819, 200 µg/mL, Santa Cruz Biothechnology, Dallas, TX, USA) and rabbit anti-G3BP1 (A302-033A-T, Lot# 2, 200 µg/mL, Fortis Life Sciences, Boston, MA, USA)—was applied overnight at 4 °C. Secondary antibodies used for visualization were Abberior StarRed 639–conjugated anti-mouse for DDX3 and donkey anti-rabbit Alexa Fluor Plus 555 for G3BP1.

For anchoring, coverslips were pre-incubated with 100 mM sodium bicarbonate twice for 15 min each, followed by incubation in 0.1% (*w*/*v*) GMA in 100 mM sodium bicarbonate for 3 h at room temperature, and then transferred for overnight incubation at 37 °C.

The gelation procedure was performed in a cold room (4 °C) to prevent premature gelation. The gelling chamber was assembled according to the referenced protocol [66]. Samples were carefully submerged in a mixture composed of StockX (8.6% (*w*/*v*) sodium acrylate (SA), 2.5% (*w*/*v*) acrylamide (AA), 0.15% (*w*/*v*) N,N′-methylenebisacrylamide (Bis), 2 M sodium chloride (NaCl), and 1× PBS, with 10% (*w*/*v*) N,N,N′,N′-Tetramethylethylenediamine (TEMED) and 10% (*w*/*v*)) ammonium persulfate (APS) in a 47:1:1:1 ratio. The samples were left at 4 °C for 30 min.

Gelled samples were transferred into a humidified tip box and incubated at 37 °C for 2 h. After gelation, gels were trimmed and incubated overnight in digestion buffer consisting of 8 U/mL Proteinase K (ThermoFisher Scientific, Waltham, MA, USA), Catalog No. BP1700-100), 0.5% (*w*/*v*) Triton X-100, 1 mM EDTA, 2 M NaCl, and ddH_2_O.

The following day, coverslips were placed in 10 mL of ddH_2_O in Petri dishes and shaken at 60 rpm on an orbital shaker for 10 min at room temperature, in the dark (protected with aluminum foil). This washing step was repeated twice. Finally, the samples were trimmed to fit into glass-bottom 35 mm Petri dishes for image acquisition.

Microscopic data were acquired using a Carl Zeiss LSM 700 laser scanning confocal microscope (Carl Zeiss Meditec, Dublin, CA, USA) equipped with a 20× Plan APO 0.8 air objective. Imaging was performed in Z-stack mode with a total of 17 optical sections. Images were captured at 1× scanning zoom with a resolution of 20.15 pixels per micron in 16-bit depth. Excitation was performed at 555 nm and 639 nm wavelengths. Subsequent image processing and analysis were conducted using ImageJ 1.54p software (National Institutes of Health, USA).

### 3.3. STED and Confocal Microscopy

Stimulated Emission Depletion (STED) microscopy was performed using a Stedycon STED microscope on fixed U2OS cells treated with 500 μM NaAsO2 for 60 min and labeled for stress granule markers. G3BP1 was detected with Abberior STAR RED and DDX3 with Abberior STAR ORANGE secondary antibodies. Images were acquired at a pixel size of 30 nm, with line accumulations of 10 for STED and 5 for confocal channels. Pixel dwell times were 10 µs (STED) and 5 µs (confocal). Excitation lasers were 640 nm (STAR RED) and 561 nm (STAR ORANGE), with STED at 775 nm (28.1% for STAR RED, 50% for STAR ORANGE). Gated detection was used for STED (1–7 ns), while confocal channels had no gating. Images were acquired with a 100× objective, using a 32 µm pinhole, over a field of view of 34 × 63 µm (1123 × 2087 pixels).

Confocal microscopy (40×) and STED super-resolution microscopy (100×) were also performed using the STELLARIS 8 STED system on samples treated with NaAsO_2_, RK-33, or a combination of both, with concentrations as described above and 1% DMSO as the basal condition. G3BP1 was detected with Abberior STAR RED, DDX3—with Aberrior STAR ORANGE. Excitation lasers were 642 nm (STAR RED) and 589 nm (STAR ORANGE), with STED at 775 nm (80% for STAR RED, 90% for STAR ORANGE). Gated detection was used for STED STAR RED (1–7 ns), STAR ORANGE in Intensity mode, while confocal channels had no gating. Confocal microscopy (20x) of these samples was performed on a Zeiss LSM 700 microscope. Images were acquired at 2048 × 2048 resolution with a pixel size of 0.3126 μm. Detection was performed with PMT detectors, using 555 nm and 639 nm excitation lasers.

### 3.4. Stress Granule (SG) Isolation

Stress granule isolation was adapted from previous protocols [28,67]. Briefly, cells were grown in 20 mL culture dishes, washed once with ice-cold culture medium and once with ice-cold PBS, then scraped and collected by centrifugation at 200× *g* for 5 min at 4 °C. Pellets were washed with 500 µL ice-cold PBS, centrifuged at 300× *g*, and lysed in buffer [50 mM Tris (pH 7.6), 50 mM NaCl, 5 mM MgCl_2_, 0.5% NP-40 (MilliporeSigma Burlington, MA, USA 492016, Lot B21198), 1 mM β-mercaptoethanol (Bio-Rad, Hercules, CA, USA #1610710), 1× EDTA-free protease inhibitor cocktail (Roche, Indianapolis, IN, USA, 05 892 791 001), and 0.4 U/µL RNase inhibitor (New England Biolabs, Ipswich, MA, USA M0314L)]. Lysates were homogenized with 30 strokes using a Dounce homogenizer and centrifuged at 300× *g* for 3 min at 4 °C to remove nuclei. Then the supernatant was centrifugated at 10,000× *g* for 10 min at 4 °C. The soluble and insoluble (RNP granule) cytoplasmic fractions were separated, and protein and RNA concentrations were measured using a NanoDrop spectrophotometer.

### 3.5. Western Blot

After protein concentrations were measured using a NanoDrop spectrophotometer, as described in the Section 3.4, equal amounts of protein (approximately 80 μg from both soluble and insoluble fractions) were loaded onto SurePAGE 4–12% Bis-Tris gradient gels. Following electrophoretic separation, proteins were transferred onto PVDF membranes (Cat# 88518, Thermo Fisher Scientific, Waltham, MA, USA). The membranes were blocked in 1× TBS-T containing 5% non-fat dry milk and incubated overnight at 4 °C with primary antibodies. The primary antibodies applied included anti-G3BP1 (1:1000, A302-033A, Thermo Fisher Scientific), anti-DDX3 (1:3000, sc-365768, Santa Cruz Biotechnology, Dallas, TX, USA), and anti-GAPDH (1:5000, #2118, Cell Signaling Technology). HRP-conjugated secondary antibodies, anti-mouse (1:8000, #7076S, Cell Signaling Technology, Danvers, MA, USA), and anti-rabbit (1:8000, #7074S, Cell Signaling Technology, Danvers, MA) were used for detection. Protein bands were visualized using the SuperSignal West Femto Maximum Sensitivity Substrate (ThermoFisher Scientific).

### 3.6. Intron and Circular RNA Analysis

RNA and library preparation, the post-processing of the raw data, and data analysis were performed by the USC CTT COBRE Functional Genomics Core. RNAs were extracted with Zymo Direct-zol RNA Microprep Kits as per manufacturer recommendations (Zymo, Tustin, CA, USA), and RNA quality was evaluated on RNA-1000 chip using Bioanalyzer (Agilent, Santa Clara, CA, USA). RNA libraries were prepared using an established protocol with NEBNext Ultra II Directional Library Prep Kit (NEB, Lynn, MA, USA). Each library was made with one of the TruSeq barcode index sequences and had a 1:200 dilution of Spike-in SIRV_Set3 (Lexogen, Greenland, NH, USA) added. Illumina sequencing was performed by Medgenome (Foster City, CA, USA) with Illumina HiSeqX (150 bp, pair-ended).

Human genome GRCh38.p13 (GRCh38_r98.all, GENCODE release 40) and comprehensive gene annotation GTF (Regions CHR, GENCODE release 40) were downloaded from GENCODE.

Sequences were aligned to the human genome GRCh38.p13 (GRCh38_r98.all, GENCODE release 40) using STAR 2.7.2b [68]. SAMtools (v1.2) was used to convert aligned SAM files to BAM files, and reads were counted using the feature-Counts function of the Subreads package [69] using a homemade gencode_v40annotation_intron.gtf annotation file. CircRNA was detected from chimeric reads by DCC 0.5.0 [70], the tool identifying circRNA via back-splice junctions.

A comprehensive gene annotation GTF was downloaded (Regions CHR, GENCODE release 40) from GENCODE. Using bedtools 2.27.1 for a homemade annotation file, first use mergeBed to merge all exons. Then, subtractBed was used to subtract the exonic region from the genic region to define intronic regions.

Only reads that were mapped uniquely to the genome were used for gene expression analysis. Differential expression analysis was performed in R using the edgeR package [71]. The average read depth for the samples was 18 million reads, and only genes with at least one count per million average depth were considered for differential expression analysis. Raw counts were normalized using the Trimmed Mean of M-values (TMM) method, and the normalized read counts were then fitted to a generalized linear model using the function glmFit [72]. Genewise tests for significant differential expression were performed using the function glmLRT. The *p*-value was then corrected for testing using Benjamini–Hochberg’s FDR [73].

To compare expression levels between soluble and insoluble fractions within the same treatment condition, a paired *t*-test was used [74]. For comparisons between treatment conditions, an unpaired *t*-test was applied. The experiment with RNA sequencing of soluble and insoluble fractions was repeated three times for all experiment conditions.

## 4. Conclusions

Here, we have demonstrated that the treatment of U2OS cells with RK-33, an inhibitor of DDX3 ATPase activity, leads to a redistribution of non-coding RNAs within RNP granules and the cytoplasm. Specifically, we observed a depletion of RNA species in SGs, including the lncRNA NORAD, which is known to support RNP condensate formation. We also showed that RK-33 treatment prior to SG induction with NaAsO_2_ prevented the stress-induced accumulation of circRNAs associated with proliferation and apoptosis signaling in the soluble fraction. 

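Among the 18 tested circRNAs of ARID1A, MPP6, MAN1A2, CREBBP, MGA, MAP3K4, ZNF609 and KANSL1, 16 were lower and 2 higher in the soluble fraction of Combo than after NaAsO2 treatment alone, with a median log2 fold change of -0.73. Most of these circRNAs were higher after NaAsO2 treatment than in Ctrl, and both comparisons share the NaAsO2 libraries, so that chance in these libraries alone can give opposite signs. Of the 18, 1 had an unadjusted and 0 an adjusted p under 0.05 (edgeR). In the insoluble fraction, 12 were higher and 5 lower in Combo, with a median log2 fold change of 0.18. The paper states that RK-33 prevented the stress-induced accumulation of these circRNAs.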

Notably, RK-33 treatment prior to SG induction led to the depletion of circRNAs such as circMPP6 and ARID1A in the soluble cytoplasmic fraction, both of which have been reported to interact with RBPs associated with P-bodies and SGs. These findings are consistent with the reduced SG assembly we previously reported and are further supported by representative confocal images showing reduced SG formation.

These results highlight the potential role of DDX3 in modulating the non-coding RNA landscape, particularly regulatory RNAs involved in RNP granule formation and signaling-related circRNAs. Interestingly, we also noted a tendency toward increased levels of circRNA and intronic RNA within RNP granules post-treatment. While preliminary, these trends warrant further investigation. Future studies could explore longer RK-33 incubation times to assess RNA dynamics more fully, compare responses in non-cancerous cell lines to distinguish cancer-specific effects, and incorporate FISH-based validation of affected RNA species in granules.

## Figures and Tables

**Figure 1:**
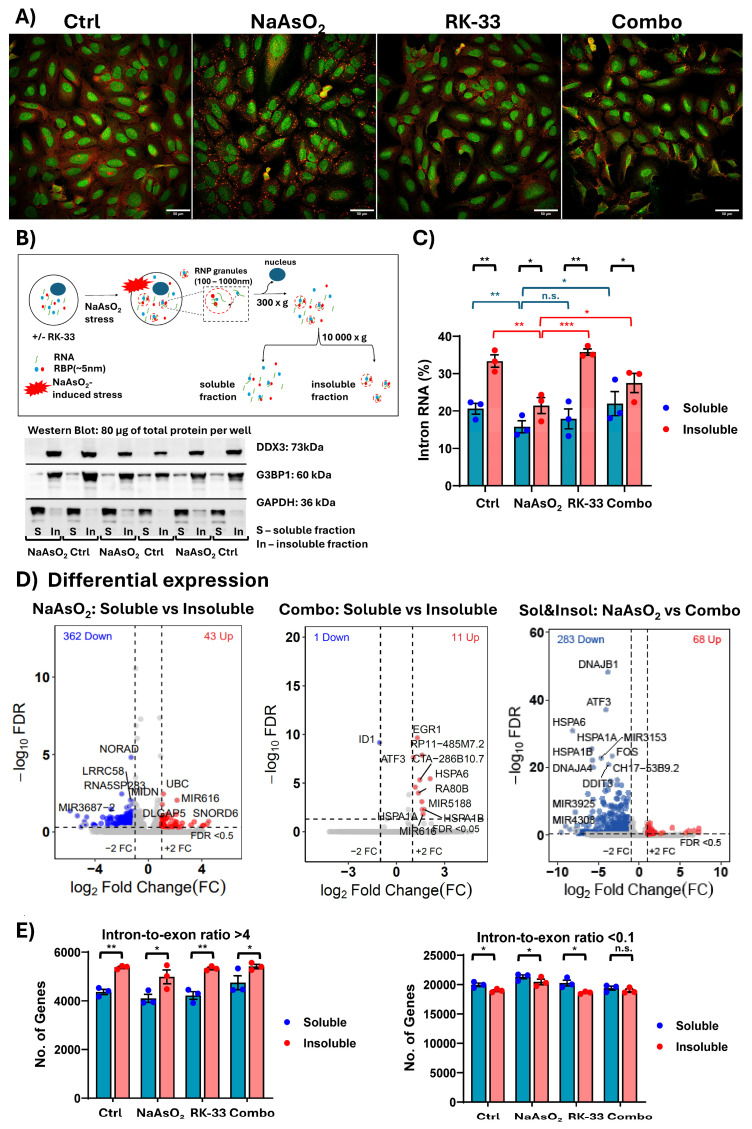
(**A**) Confocal images (40×) of U2OS cells immunostained for G3BP1 (STAR RED, red) and DDX3 (STAR ORANGE, green). Yellow regions indicate areas of colocalization between the two proteins. The picture demonstrates the formation of SG under four different conditions. (**B**) Schematic of RNA granule isolation: Cells were lysed, and the nuclear fraction was removed by centrifugation at 300× *g*. The cytoplasmic fraction was then separated into soluble and insoluble fractions by centrifugation at 10,000× *g*. Insoluble fractions were enriched for RNP granules such as SGs and P-bodies, based on the previous literature. Western blotting was performed in three replicas to verify the enrichment of SG markers in the corresponding fractions prior to sequencing analyses. (**C**) Level of intron RNA in soluble and insoluble fractions was estimated as the percentage of intron reads relative to total reads. (**D**) Differential analysis of the whole RNA content normalized to spike-in control between soluble and insoluble fractions: (**left**) cells treated with NaAsO_2_; (**middle**) cells co-treated with RK-33 and NaAsO_2_; (**right**) differential analysis of the whole RNA normalized to spike-in control dataset combined from soluble and insoluble fractions between cells treated with NaAsO_2_ and co-treated with RK-33 and NaAsO_2_. Reads-log_10_(FDR) < 0.5 and log_2_ (FC) > 2 were estimated as significant. FDR—false discovery rate, FC—fold change. (**E**) For each gene, the intron-to-exon ratio was estimated in both soluble and insoluble fractions, focusing on genes with ratios greater than 4 (**left**) and less than 0.1 (**right**). (**C**,**E**) Statistical comparisons between soluble and insoluble fractions within the same condition were performed using a paired *t*-test. Unpaired *t*-tests were used to compare soluble (blue) or insoluble (red) fractions between the NaAsO_2_ condition and other conditions across different experiments. *p*-value < 0.005 (***), *p*-value < 0.05 (**), *p*-value < 0.5 (*), *p*-value > 0.5 (n.s.) (**A**,**C**,**E**) Conditions: Ctrl–U2OS cell line without treatment; NaAsO_2_–U2OS cell line treated with sodium arsenite to cause stress granule formation; RK-33–U2OS cell line treated with RK-33, inhibitor of DDX3; Combo–U2OS cell line treated with RK-33 and sodium arsenite.

**Figure 2:**
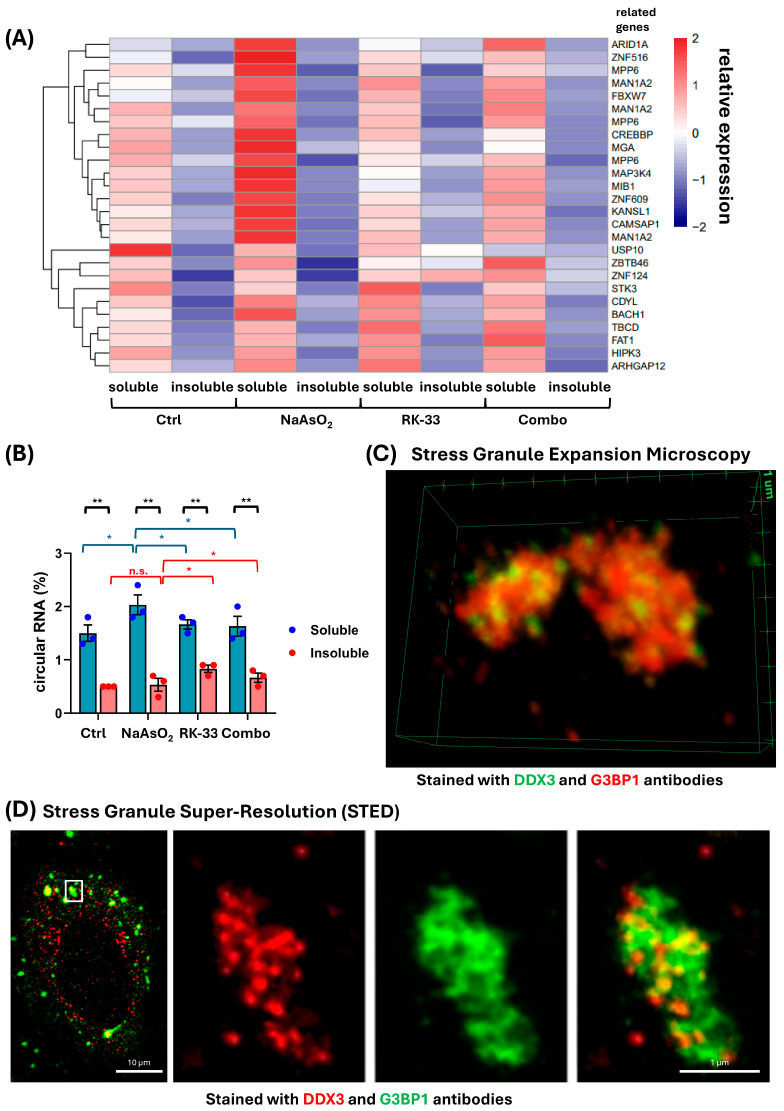
(**A**) Heatmap of circRNA levels in soluble and insoluble fractions under different treatment conditions; (**B**) level of circRNA in soluble and insoluble fractions was estimated as the percentage of circRNA reads relative to total reads. Statistical comparisons between soluble and insoluble fractions within the same condition were performed using a paired *t*-test. Unpaired *t*-tests were used to compare soluble (blue) or insoluble (red) fractions between the NaAsO_2_ condition and other conditions across different experiments. *p*-value < 0.05 (**), *p*-value < 0.5 (*), *p*-value > 0.5 (n.s.) Conditions: Ctrl–U2OS cell line without treatment; NaAsO_2_–U2OS cell line treated with sodium arsenite to cause stress granule formation; RK-33–U2OS cell line treated with RK-33, inhibitor of DDX3; Combo–U2OS cell line treated with RK-33 and sodium arsenite. (**C**) Three-dimensional image from expansion microscopy showing SGs in U2OS stained with DDX3 (STAR REd, green) and G3BP1 (Alexa Fluor Plus 555, red) antibodies. (**D**) STED super-resolution images of a U2OS cell stained with antibodies against DDX3 (STAR RED, red) and G3BP1 (STAR ORANGE, green). Insets show magnified views of stress granules (SGs) with individual channels for DDX3 and G3BP1, as well as the merged image. (**C**,**D**) SG formation was caused by treatment with NaAsO_2_. Yellow corresponds to the colocalization of DDX3 and G3BP1.

**Figure 3:**
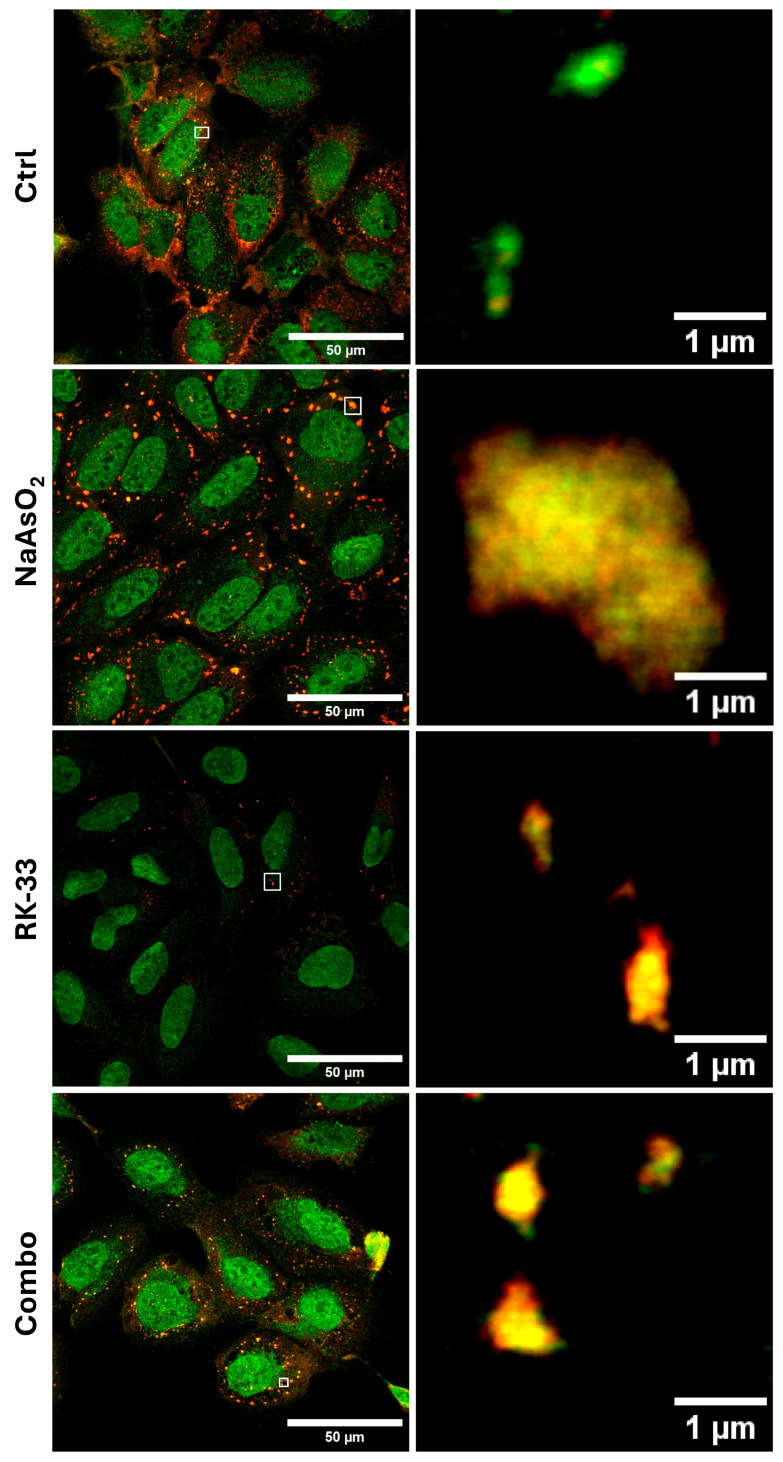
STED images (100×) of U2OS cells exhibiting SG formation, immunostained for G3BP1 (STAR RED, red channel) and DDX3 (STAR ORANGE, green channel). Yellow regions indicate areas of colocalization between the two proteins. White square is associated with the corresponding SG shown on the right. Conditions: Ctrl–U2OS cell line without treatment; NaAsO2–U2OS cell line treated with sodium arsenite to cause stress granule formation; RK-33–U2OS cell line treated with RK-33, inhibitor of DDX3; Combo–U2OS cell line treated with RK-33 and sodium arsenite.

## Data Availability

RNA sequencing data were deposited in the NCBI. GEO Accession number is GSE303136.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ncrna11040059/s1, Figure S1. Effect of RK33 treatment on SGs formation, Table S1. Raw exon counts data of RNA-Seq samples; Table S2. Raw intron counts data of RNA-Seq samples; Table S3. Total counts numbers of exon and intron reads of RNA-Seq samples; Table S4. Number of genes meeting different intron-to-exon ratio selection criteria; Table S5. Raw circular RNA counts data of the RNASeq samples; Table S6. Raw linear RNA counts data of the RNASeq samples; Table S7. Percentage of circular RNA counts of the RNASeq samples.

How the deposited data were processed for this re-analysis (not part of the article)

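RNA from the soluble and insoluble cytoplasmic fractions of U2OS cells was sequenced as 24 rRNA-depleted libraries, made from 12 lysates of 4 treatments with 3 replicates each. The authors removed nuclei from the lysates by centrifugation and took the pellet of a faster spin as the insoluble fraction, which is enriched for SGs and P-bodies. Libraries were assigned to treatment, fraction and replicate from the labels deposited with the data, and no column of the count tables belonged to another sample.

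The authors aligned the reads to GRCh38 with STAR and deposited, as raw counts, the number of uniquely aligned fragments that featureCounts assigned to the exons and, separately, to the introns of each gene of GENCODE release 40. The counting used no strand information although the libraries were directional, so fragments from overlapping or antisense genes were left unassigned or counted without regard to strand. Introns were made by subtracting merged exons from genes, with a minimum overlap of 25 bases for a fragment. The exon table holds 60308 genes and the intron table 37473 genes, of which 1 and 21 were split over several lines and were rejoined. In the exon table, all 37 mitochondrial genes have 0 counts, and there are 0 spike-in entries, so the spike-in normalization named in the legend of Figure 1D was not repeated and spike-in counts were not used here. For circRNAs, the authors deposited raw counts of reads across back-splice junctions found with DCC and counts of linearly spliced reads at the same sites, for 394 circRNAs. Between replicates, the chi-square per degree of freedom over genes with a mean of at least 10 counts was 2.39 to 142, as for counts with variation beyond sampling. The reference used here for GC content and junction sequences was the same assembly with GENCODE release 44, and all coordinates are those of the authors' tables.

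The depth of a library was 10968059 to 19799530 exon plus intron counts, with medians of 13559593.5 in the soluble and 16715358 in the insoluble fraction. A single abundant RNA, RN7SL1, held 7.51% to 15.5% of the exon counts in the soluble libraries and 0.426% to 1.23% in the insoluble libraries, except for 5.79% in replicate 3 of the NaAsO2 insoluble fraction. The TMM factors ranged from 0.817 to 1.09. Intervals for the circRNA content of single libraries are Wilson 95% intervals and cover counting error only. With 131 to 1473 back-splice counts per library, single circRNAs are measured with few counts, which limits the changes that can be detected.

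Intron shares, numbers of genes by intron-to-exon ratio and circRNA content were calculated from these counts. Fractions of a lysate were compared with exact two-sided sign-flip permutation tests of the paired values over 12 lysates, and treatments with exact two-sided permutation tests of 3 libraries against 3, with Benjamini-Hochberg adjustment over the 6 comparisons of intron shares and the 10 of circRNA content. Genes, introns and circRNAs were tested with edgeR's quasi-likelihood test in a fit of all 24 libraries in 8 groups. Genes and introns were kept at a mean of at least 1 CPM and scaled with TMM, and circRNAs were kept at 24 counts over all libraries and scaled with the exon plus intron counts. Thresholds were a Benjamini-Hochberg adjusted p under 0.05 and, for genes and introns, an absolute log2 fold change of at least 1. The paper's Methods name edgeR's likelihood ratio test, which was run as an alternative. The software was R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

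The tests, the thresholds, the alternatives and the marker lists were set before the data were examined, apart from the alternatives and tests described as chosen later. The genes to be named were those that the paper names, and for each comparison the 3 with the smallest adjusted p (equal ones by p) in each direction past the thresholds, with a mean of at least 10 CPM for genes or at least 48 counts for circRNAs. Not all genes labelled in the figures, and not all circRNAs chosen by this rule, are named in the text. Alternatives were other normalizations (RLE factors, library size alone, TMM on back-splice counts), other tests (glmLRT, DESeq2), other filters and thresholds, exon plus intron counts, a fit of the compared groups alone, a replicate block, other denominators of the circRNA content, libraries thinned to the smallest total, and each library left out in turn. Chosen after seeing the data were the gene comparisons of RK-33 with Ctrl and of the fraction effects of NaAsO2 and Ctrl, the removal of each library's trend with GC content (lowess span 0.3, for the 98.5% of tested genes with a GC content), the circRNA content without sites on the mitochondrial genome or with direct repeats, and summed log2 fold changes of both fractions. Lists of mRNAs translated at the ER and of mRNAs of cytosolic proteins were compared with 10000 random lists of matched expression. A list of nuclear-retained RNAs, with 5 genes tested, was examined gene by gene, and one of mitochondrially encoded mRNAs had 0 genes tested.

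The pairing of fractions by lysate comes from the paper, whose Methods name a paired test between fractions. Across 10260 genes with a mean of at least 10 CPM, the deviations of the fractions of a lysate from their group means had correlations of -0.316 to 0.337, over 0.1 in 3 of the 12 lysates. Between treatments, libraries with the same replicate number deviated together, with every correlation over 0.1, in 1 of 12 comparisons, that of NaAsO2 and Combo in the insoluble fraction. There, replicate 3 of both treatments stands apart from the others, and the difference of replicates 1 and 2 has a correlation of -0.12 between the treatments.

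The scripts were tested on simulated negative binomial counts, drawn with the share of each gene over all libraries and the real library sizes, with 4-fold changes in 1 group. With 200 of 17598 genes changed, edgeR's quasi-likelihood test recovered 200 with 2 false calls, and the interaction test recovered 198 with 4 false calls. For introns, 198 of 200 were recovered among 17230 genes, and for circRNAs 14 of 20 among 252. The changed genes, introns and circRNAs were drawn from those with more counts, so these shares do not hold for low counts or smaller changes. Microscopy and western blots of the paper were not analysed here.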

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

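The comparisons of fractions and the interaction of Combo and NaAsO2, with that of NORAD, were set beforehand. So were their replicate block and left-out libraries, and the tests of mRNAs translated at the ER and of long mRNAs. For mitochondria, only a list of mitochondrially encoded mRNAs was set beforehand, and the sites used here took its place. All other tests in this part were chosen only after the result was seen. The paper shows the comparison of fractions for NaAsO2 and Combo. In data it does not show, 3973 genes differed between the insoluble and soluble fractions of Ctrl (2083 higher and 1890 lower in the insoluble fraction) and 5425 genes did after RK-33 treatment (2743 higher and 2682 lower). With 1 library left out, these counts lay between 3525 and 4028 for Ctrl and between 4807 and 5815 for RK-33. Of the 10 splits of the 6 libraries of a treatment into groups of 3, only 1, the real one, gave as many genes in each of Ctrl, NaAsO2, RK-33 and Combo, and a share below 0.1 cannot be reached with 3 libraries against 3. In Ctrl, the genes with the smallest adjusted p were DYNC1H1 (log2 fold change 3.37), EPRS1 (2.38) and AHNAK (3.86) among those that rose and ARL6IP5 (-1.61), EID1 (-1.44) and DSTN (-1.62) among those that fell.

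Several technical explanations for the RNA that rises in the insoluble fraction were tested. Sedimented mitochondria are argued against, because the linear counts at the MT-CO1 and MT-ND5 sites were lower in the insoluble fraction of 12 of 12 lysates, relative to library size. These are the annotated ones of 5 mitochondrial sites. Counts at such sites may have an upper limit, and the planned list could not be tested. Exon length alone is argued against as the whole cause, since at least 572 genes shorter than the median exon length of 4745 nt rose in each treatment. More such genes fell than rose in each treatment, between 1563 in Ctrl and 2209 after RK-33 treatment, so exon length as a part of the cause is not excluded. GC content as the whole cause is argued against too, since at least 1929 genes rose in each treatment after the GC trend of each library was removed. A scaling factor moves all genes of a library alike, so that scaling moved by a few abundant RNAs is argued against by the at least 1292 genes in each treatment whose log2 fold change lies 1 or more, and more than 4 SE, above the median of all genes. Sedimented ER with its polysomes stays open. The median log2 fold change of 19 mRNAs translated at the ER was 0.69 in Ctrl, at percentile 91.1 of random lists of matched expression, but it lay at percentile 27.0 after NaAsO2 treatment, 70.8 after RK-33 treatment and 57.5 in Combo. The median of 15 mRNAs of cytosolic proteins was -0.56, -1.37, -1.25 and -1.03 in Ctrl, NaAsO2, RK-33 and Combo, at percentiles 0.31, 0.01, 0.04 and 0.04. A share of long mRNAs in the pellet stays open as well. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change with exon length was 0.282 in Ctrl, 0.256 after NaAsO2 treatment, 0.295 after RK-33 treatment and 0.320 in Combo, and the mean over lysates differed by -0.0176 between NaAsO2 and Ctrl. The sign of this difference depends on replicate 3 of NaAsO2, since the lysates had 0.298, 0.364 and 0.132 after NaAsO2 treatment and 0.263, 0.266 and 0.317 in Ctrl. RNP granules of unstressed cells are a biological explanation that was not tested.

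RK-33 treatment without NaAsO2 changed 131 genes relative to Ctrl, a comparison whose genes the paper does not list. The real split was the only 1 of 10 with as many genes. Of the 131 genes, 107 had the same sign in Combo relative to NaAsO2, which shares no libraries with this comparison, and the Spearman correlation across these genes was 0.713. This is consistent with an effect of RK-33 in both settings, and argues against a chance difference of these libraries alone. All 8 stress-response mRNAs examined, ATF3, DNAJB1, HSPA6, HSPA1A, HSPA1B, DNAJA4, DDIT3 and FOS, were higher in RK-33 than in Ctrl.

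The difference between fractions was not the same after NaAsO2 treatment as in Ctrl. An interaction test gave 1689 genes, 807 with a higher and 882 with a lower log2 fold change after NaAsO2 treatment. The GC trend of the libraries is argued against as the whole cause, since 1579 genes passed after it was removed. A single library is argued against, since at least 1345 genes passed with any 1 of the 12 libraries left out. The count was highest, at 2898, without replicate 1 of the NaAsO2 insoluble libraries. The real split was the only 1 of 10 with as many genes. With library sizes alone, the split of higher and lower genes moved to 1129 and 514, with a shift of 0.102 in the median log2 value of all genes, so the balance of directions depends on the scaling. Among the genes with small adjusted p were NORAD (2.19), ZCCHC14 (1.78) and LRRC58 (2.09) in one direction and DDX1 (-1.75) and COPG1 (-1.75) in the other. An effect of NaAsO2 on which RNAs sediment is a candidate explanation, found and tested on the same data.

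The paper describes the difference between fractions as significantly smaller in Combo than after NaAsO2 treatment, without a test of the difference. The interaction test of Combo and NaAsO2 gave 25 genes. Of the 10 splits, 2 gave as many genes. The other split, which puts replicate 3 of NaAsO2 and of Combo into one group, gave 362 genes. With the replicate block, 6 genes passed, and with the block and the GC trend removed 19 did, so the GC trend that sets replicate 3 apart stays open as a source of part of the variation. The count moved between 9 without replicate 1 of the Combo insoluble libraries and 419 without replicate 1 of the NaAsO2 insoluble libraries. For the set of genes, an effect of RK-33 cannot be told apart from variation between replicates with 3 libraries against 3. CWC15, WDR61 and PDZD11 (1.79, 1.25 and 1.11) had the smallest adjusted p among the genes with a higher log2 fold change in Combo. Among those with a lower one, these were ZFP36, ZFP36L1 and EGR1 (-1.40, -1.02 and -1.55). The mean CPM of ZFP36 and EGR1 was still higher in both fractions of Combo than after NaAsO2 treatment. WDR61 overlaps DNAJA4 on the opposite strand. For PDZD11, the adjusted p was 0.0699 with the replicate block (edgeR, with a range of 0.000665 to 0.193 over the alternatives).

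For NORAD, the interaction was -0.68. It was at most -0.61 with any 1 of the 12 libraries left out, so a single library is argued against as the source of the direction and size, although the adjusted p rose over 0.05 without some of them, as reported with the values of NORAD. The log2 fold change between fractions was 1.82 after NaAsO2 treatment and 1.14 in Combo. A weaker recruitment of NORAD to the insoluble fraction in Combo is a candidate explanation that the values leave open, together with a higher soluble level, since the CPM in the soluble fraction was 179 after NaAsO2 treatment and 234 in Combo.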

How the results depend on the processing

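The settings without mitochondrial or repeat sites, with the GC trend removed and with summed log2 fold changes were chosen only after the result was seen, as were all alternatives of the interaction between NaAsO2 and Ctrl and of RK-33 against Ctrl. Where a cause is not named below, the cause was not tested. Over all alternatives, 276 of the counts of genes, introns and circRNAs stayed within 1.5 times the reported count and 80 moved further. Of the shares and ratios, 474 stayed, 36 moved by more than the spread between replicates and 3 lost their p under 0.05. Of the values of single genes and circRNAs, 1379 stayed, 26 lost and 1 gained an adjusted p under 0.05, and 13 changed sign.

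The intron share differed between the fractions by 8.83 to 10.5 percentage points over the alternatives and 9.45 to 12.0 points with 1 lysate left out, always with p under 0.05. Leaving out mitochondrial genes removed 0 counts and tests nothing. Scaling on spike-in counts was not run. For genes with a ratio of at least 4, the difference between fractions was 523 to 918 genes. Within Ctrl (1019) it was 730.0 for genes with a mean of at least 10 counts and 551 for a ratio of at least 10, and within RK-33 (1116) it was 841 and 564. For genes with a ratio of at most 0.1 (-978), the difference was -661 with thinned libraries, -85.3 with genes without counts left out and -460 for genes with a mean of at least 10 counts. The exact sign-flip permutation tests gave p = 0.0576, 0.712 and 0.0586 for these settings. Within Ctrl (-997), leaving out genes without counts gave -143 and a ratio of at most 0.5 gave -1886, and within RK-33 (-1632) these gave -639 and -2608. Leaving out genes without counts turned the sign within NaAsO2 (-858) to 66.3 and within Combo (-425) to 374, and Combo had 68.7 for genes with a mean of at least 10 counts. These moves were smaller than the SD between lysates.

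The fold-change limit moved the counts of genes by construction. With a limit of 2, 910 genes differed between fractions after NaAsO2 treatment (reported 5405), 344 in Combo (4076), 455 in Ctrl (3973) and 875 after RK-33 treatment (5425), and without a limit 10182, 9206, 9017 and 10532. For Combo against NaAsO2 over both fractions (603), a limit of 2 gave 61 genes and no limit 3613. For RK-33 against Ctrl (131) these gave 9 and 2814, for the interaction of NaAsO2 and Ctrl (1689) 88 and 3943, for that of Combo and NaAsO2 (25) 1 and 63, and for introns (1789) 212 and 4633.

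For Combo against NaAsO2 over both fractions, edgeR's filterByExpr gave 1008 genes, no filter 1348, summed log2 fold changes 1884, and the latter with an adjusted p under 0.5 3069. For RK-33 against Ctrl, no filter gave 207 genes. An adjusted p under 0.5 gave 2854 genes for the interaction of NaAsO2 and Ctrl. This interaction lay, with 1 library left out, between 1345 without replicate 3 and 2898 without replicate 1 of the NaAsO2 insoluble libraries. For introns, a fit of the compared groups alone gave 682 genes. The interaction of Combo and NaAsO2 depended most on the setting. DESeq2 gave 78 genes, glmLRT 75, library sizes alone 46, filterByExpr 39, no filter 218, an adjusted p under 0.5 695 and the replicate block 6. A fit of the compared groups alone gave 0 genes, with 384 at an unadjusted p under 0.05. With 1 library left out, the count lay between 9 without replicate 1 of the Combo insoluble libraries and 419 without replicate 1 of the NaAsO2 insoluble libraries.

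Library sizes alone changed the balance of directions in some comparisons. The interaction of NaAsO2 and Ctrl had 1129 higher and 514 lower genes (reported 807 and 882), with a shift of the median by 0.102. The interaction of Combo and NaAsO2 had 6 higher and 40 lower genes (reported 6 and 19). Introns had 896 higher and 980 lower genes (reported 1103 and 686), with a shift of the median by 0.106.

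The number of circRNAs that differed between fractions over all treatments (199) was 85 with TMM on the back-splice counts, 76 for circRNAs with at least 48 counts and 302 without a filter, of which the latter settings tested fewer or more circRNAs. TMM takes the bulk of circRNAs as unchanged and gave 5 circRNAs in Combo (4 higher, 1 lower), 4 in Ctrl (4 higher, 0 lower), 15 after NaAsO2 treatment (5 higher, 10 lower) and 12 after RK-33 treatment (4 higher, 8 lower). DESeq2 gave 11, 9, 53 and 12 in Combo, Ctrl, NaAsO2 and RK-33 (reported 73, 58, 101 and 38), and the replicate block 18, 23, 53 and 14. With at least 48 counts, 36 differed in Combo and 53 after NaAsO2 treatment. Linear counts as the library size gave 35 in Combo and 13 after RK-33 treatment (3 higher, 10 lower). Leaving out 1 library, Combo ranged from 23 without replicate 3 of the Combo insoluble libraries to 66, Ctrl from 18 without replicate 2 of the Ctrl soluble libraries to 48, NaAsO2 from 60 without replicate 3 of the NaAsO2 soluble libraries to 105, and RK-33 from 16 without replicate 3 of the RK-33 soluble libraries to 42. Between treatments, where 0 circRNAs passed, at least 48 counts gave 1 for NaAsO2 against Ctrl in the soluble fraction, 2 for RK-33 against Ctrl in the insoluble and 1 in the soluble fraction. Linear counts gave 4 for RK-33 against Ctrl in the insoluble fraction. For NaAsO2 against Ctrl in the insoluble fraction, the count was 0 to 1 with 1 library left out, and 1 without replicate 3 of the NaAsO2 insoluble libraries, with 15 at an unadjusted p under 0.05 in the reported test.

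The circRNA content was lower in the insoluble fraction under all alternatives. Within Combo (-1.28), the log2 ratio was -1.69 with at least 48 counts, -1.68 with both ends in exons, -1.58 relative to exon counts, -1.69 relative to exon plus intron counts, -1.68 without mitochondrial sites and -1.86 without mitochondrial and repeat sites. Within RK-33 (-0.97), the corresponding values were -1.37, -1.32, -1.45 relative to exon plus intron counts, -1.31 and -1.43. For Combo against Ctrl in the insoluble fraction (0.37), the log2 difference was 0.10 with at least 48 counts, -0.083 with both ends in exons, -0.10 relative to exon counts, 0.0256 relative to exon plus intron counts, -0.0905 without mitochondrial sites and -0.13 without mitochondrial and repeat sites. For RK-33 against Ctrl in the insoluble fraction (0.70), these were 0.48, 0.34, 0.33, 0.27, 0.33 and 0.25. In the soluble fraction, both ends in exons and the removal of mitochondrial sites gave -0.15 and -0.15 for Combo against Ctrl (0.12) and -0.0925 and -0.0864 for RK-33 against Ctrl (0.13). For NaAsO2 against Ctrl in the insoluble fraction (0.06), the value relative to exon counts was -0.37.

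Signs changed for values near 0 or with few counts. The log2 fold change of NORAD between fractions after RK-33 treatment (-0.01) was 0.0133 with DESeq2, 0.0133 with RLE factors, 0.0439 with library sizes alone, -0.0802 without replicate 3 and 0.0308 without replicate 2 of the RK-33 insoluble libraries. With exon plus intron counts it was -0.28 (adjusted p = 0.025, edgeR, with a range of 0.025 to 0.972 over the alternatives). The circRNA of ARID1A in Combo against NaAsO2, with 1 library left out, ranged from -0.51 without replicate 1 of the Combo insoluble libraries to 2.89 without replicate 2 of the NaAsO2 insoluble libraries in the insoluble fraction, and from -0.0522 without replicate 2 to 0.56 without replicate 3 of the NaAsO2 soluble libraries in the soluble fraction. In NaAsO2 against Ctrl, it ranged from -3.19 without replicate 2 of the NaAsO2 to 0.18 without replicate 3 of the Ctrl insoluble libraries. The MPP6 circRNA with the most counts in Combo against NaAsO2 in the insoluble fraction ranged from -0.97 without replicate 3 of the Combo to 0.98 without replicate 2 of the NaAsO2 insoluble libraries. In the insoluble groups of NaAsO2 and Combo, the circRNA of ARID1A had 2 and 3 counts and this MPP6 circRNA had 3 and 4, which limits what can be said of them.

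The replicate block changed 25 to 6 genes in the interaction of Combo and NaAsO2, the circRNA counts given above, and the calls of NORAD (adjusted p = 0.153, edgeR) and PDZD11 (adjusted p = 0.0699, edgeR) in that interaction, with ranges of 5.41e-05 to 0.328 and 0.000665 to 0.193 over the alternatives. It changed no other call. Between treatments, replicates share only a number, apart from NaAsO2 and Combo in the insoluble fraction, where the block gave 1760 genes for introns against 1789.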

Differences from the paper's values

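The summed log2 fold changes and their counts were chosen only after the result was seen, and the other settings named here were planned. Intron shares and circRNA content per library were equal to those of the supplementary tables, as were the numbers of genes with a ratio of at most 0.1. The numbers of genes with a ratio of at least 4 were up to 161 genes (3.54%) higher here. The intron shares of about 20% and 30% in the text compare with 19.1% and 29.5%.

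The numbers of differentially expressed genes differ from Figure 1D. Its legend names spike-in normalization, which was not repeated here, so the values are on unlike scales and none of the alternatives tests that step. For NaAsO2, the figure has about 360 genes higher and about 43 lower in the insoluble fraction (read by eye), against 2587 and 2818 here. With an absolute log2 fold change of at least 2, the limit in the legend, 356 genes were higher, which reaches the first value, and none of the alternatives set before the data were examined closed the gap for the second. For Combo, the figure has about 1 gene higher and about 11 lower in the insoluble fraction (read by eye), against 1769 and 2307 here, and none of the alternatives set before the data were examined closed the gap for either. For Combo against NaAsO2, Figure 1D has about 280 genes higher and about 68 lower in Combo (read by eye), against 581 and 22 here. None of the alternatives set before the data were examined closed the gap for the higher genes. For the lower genes, it was reached without a filter (69), without replicate 1 or 2 of the NaAsO2 insoluble libraries (61 and 68) and without replicate 3 of the Combo insoluble libraries (60.0). The axis of that panel has the scale of log2 fold changes summed over both fractions. On that scale, chosen after seeing the values, 1884 genes passed, 1317 higher and 567 lower in Combo, and 3069 with an adjusted p under 0.5, 2036 higher and 1033 lower.

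For single genes of that panel, the log2 fold change of NaAsO2 over Combo, summed over both fractions, was about -4.1 for ATF3 in Figure 1D (read by eye) and -4.28 here. The difference fell within 1 SE of the summed value, the limit used for a difference, although most of it remained, with DESeq2 (-4.21), RLE factors (-4.22), filterByExpr (-4.24) and no filter (-4.24), and without replicate 2 or 3 of the NaAsO2 soluble libraries (-4.22 and -4.25), replicate 2 or 3 of the NaAsO2 insoluble libraries (-4.22 and -4.23), replicate 3 of the Combo soluble libraries (-4.21) or replicate 1 of the Combo insoluble libraries (-4.25). For HSPA6, it was about -8.2 in Figure 1D (read by eye) and -9.98 here, and none of the alternatives set before the data were examined closed the gap. All labelled genes of Figure 1D that were tested had the direction of the first-named over the second-named group.

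The direction or size of several statements differs from the values here, or is not settled by them. The paper states that co-treatment decreased stress response RNAs compared to arsenite alone, while ATF3, DNAJB1, HSPA6 and HSPA1B were higher in Combo by log2 fold changes of 2.14, 1.94, 4.99 and 3.26. It describes a decrease in cytoplasmic RNA content after co-treatment, while 581 of the 603 genes that differed were higher in Combo, as a part of the library and not per cell. It states that RK-33 decreased the circRNA content in the soluble fraction, in a sentence that names no reference. The legend of Figure 2B names comparisons of NaAsO2 with the other treatments. The log2 difference to Ctrl was 0.13, and -0.09 with both ends in exons or without mitochondrial sites, while NaAsO2 stood 0.29 higher than RK-33, which is the direction the paper states. For ARID1A, the paper describes a depletion by co-treatment, and the log2 fold change in the soluble fraction was 0.25. It turned to -0.05 without replicate 2 of the NaAsO2 soluble libraries, so its sign is not determined. For NORAD, the direction is that of the paper and only the size differs from a loss, since the log2 fold change between fractions was 1.82 after NaAsO2 treatment and still 1.14 in Combo.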

Other observations

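The tests of nuclear RNA and of the list of mitochondrially encoded mRNAs were set beforehand, as was the comparison of Combo with NaAsO2 and its other normalizations. All other tests in this part were chosen only after the result was seen. Replicate 3 of the insoluble fraction stands apart after NaAsO2 treatment and in Combo. The SD across genes of the log2 deviation from the other replicates was 0.883 for the NaAsO2 library and 0.410 for the Combo library. Replicates 1 and 2 of NaAsO2, whose deviation includes replicate 3, had 0.507 and 0.416, and all other libraries 0.128 to 0.286. Across genes, the Spearman correlation of the deviation with GC content was 0.710 and 0.731 in these libraries, and at most 0.573 in size outside their groups. In the groups themselves, replicates 1 and 2 mirror replicate 3, at -0.732 and -0.618 after NaAsO2 treatment and -0.521 and -0.738 in Combo. The correlation with exon length was -0.238 and -0.143 in replicate 3 of NaAsO2 and Combo, and up to 0.454 in size in other libraries. A GC trend from library preparation is therefore a candidate explanation that fits. Carry-over of soluble RNA is argued against, since the RN7SL1 count of the NaAsO2 library would need 54.3% soluble RNA, which predicts a median deviation of -0.74 for 90 genes enriched in the insoluble fraction, and it was -0.14.

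Intronic RNA that rises in the insoluble fraction may be nuclear RNA carried into the pellet. Of 7 nuclear-retained RNAs listed, 5 were tested, and 2 of these, NEAT1 and KCNQ1OT1, were higher in the insoluble fraction of all 12 lysates. PVT1 was higher in 11 lysates, TUG1 in 8 and MALAT1 in 0. With log2 fold changes of -1.07, -1.89, -1.19 and -1.21 for MALAT1 and 1.84, 1.48, 2.36 and 1.15 for NEAT1 in Ctrl, NaAsO2, RK-33 and Combo, the list goes in both directions, and carry-over of nuclear RNA stays open. Mitochondrially encoded mRNAs could not be used as a list, since 0 of 13 were tested.

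Stress-response mRNAs were higher in Combo than after NaAsO2 treatment alone. Exchanged labels of NaAsO2 and Combo are argued against by the correlation of 0.713 with the effect of RK-33 alone. Scaling is argued against, since the lowest log2 fold change of the 8 mRNAs under other scalings was 1.89. A rise caused by RK-33 itself fits, since 8 of 8 were higher in RK-33 than in Ctrl with an adjusted p under 0.05 (edgeR). HSPA1A, DNAJA4, DDIT3 and FOS had log2 fold changes of 3.33, 3.24, 1.92 and 1.92 in Combo against NaAsO2 and of 3.27, 1.63, 1.84 and 1.73 in RK-33 against Ctrl. The induction of stress genes by RK-33 is a hypothesis that needs independent samples.

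The circRNA content depends on linear counts from the mitochondrial genome. The table has 5 junctions there, which held 21.0% to 52.7% of the linear counts of a library, 51.2% ± 2.55 in the soluble and 45.4% ± 4.22 in the insoluble fraction of Ctrl, but 27.2% ± 1.15 and 22.7% ± 1.53 in the insoluble fractions of RK-33 and Combo (SD, n = 3 each). Fewer mitochondrial counts in the denominator fit as the explanation of the higher circRNA content in the insoluble fraction of Combo than of Ctrl, as the log2 difference was -0.0905 without these sites. For RK-33 the explanation stays open, with 0.33 left of 0.70. For the lower content in the insoluble than in the soluble fraction it is argued against, as the log2 ratio was -1.72 without these sites. At the 3 sites outside annotated genes, the mean linear count per soluble library had a coefficient of variation of 4.40%, against 15.7% for the library totals, and the highest count was 6156, while the highest at any site in any library was 6600. An upper limit on the depth counted per site is a candidate explanation that fits.

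At the MT-CO1 and MT-ND5 sites, linear counts in the insoluble fraction fell with RK-33. For MT-CO1, there were 277 ± 39.5 CPM in Ctrl, 117 ± 48.5 after NaAsO2 treatment, 70.8 ± 3.21 after RK-33 treatment and 55.7 ± 7.55 in Combo (SD, n = 3 each). For MT-ND5, these were 268 ± 68.5, 172 ± 23.4, 47.0 ± 7.95 and 55.2 ± 10.7 (SD, n = 3 each). The counts were lower in the insoluble than in the soluble fraction of 12 of 12 lysates. The cause was not tested.

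Of the 5 junctions that rise in the insoluble fraction, 2 have ends that share a stretch of at least 20 nt, against 3 of the other 232 tested (Fisher exact test, two-sided, p = 0.00349). Direct repeats that are read as back-splices fit as the explanation for these 2. They lie in AHNAK (log2 fold change 3.90, 53 counts, shared stretch of 48 nt) and AHNAK2 (4.25, 44 counts, 36 nt), and the host mRNAs rise alike, by a mean of 3.91 and 4.10. The others are in LRBA (2.14, 568 counts, host 2.34), ZNF91 (2.07, 27 counts, host 1.18) and at an unannotated site of the mitochondrial genome (0.97, 115 counts). Repeats are at 7 of the 394 junctions and 248 of the 16947 counts. AHNAK2 and ZNF91 are named after seeing the result.

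With 3 libraries against 3, the real split was 1 of 10 with as many genes or circRNAs for Combo against NaAsO2 over both fractions, for introns and for circRNAs between the fractions of each treatment. A share below 0.1 cannot be reached there, so chance cannot be told apart by this test alone. For introns, the split with replicate 3 of NaAsO2 and Combo in one group gave 665 genes. For circRNAs between the fractions over all treatments, 1 of 100 splits gave as many, which argues against chance. Each of the 6 treatment comparisons of circRNAs had 0 calls, so that 10 of 10 splits have as many by construction and the splits test nothing there.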
